# RNA Sequence Reveals Mouse Retinal Transcriptome Changes Early after Axonal Injury

**DOI:** 10.1371/journal.pone.0093258

**Published:** 2014-03-27

**Authors:** Masayuki Yasuda, Yuji Tanaka, Morin Ryu, Satoru Tsuda, Toru Nakazawa

## Abstract

Glaucoma is an ocular disease characterized by progressive retinal ganglion cell (RGC) death caused by axonal injury. However, the underlying mechanisms involved in RGC death remain unclear. In this study, we investigated changes in the transcriptome profile following axonal injury in mice (C57BL/6) with RNA sequencing (RNA-seq) technology. The experiment group underwent an optic nerve crush (ONC) procedure to induce axonal injury in the right eye, and the control group underwent a sham procedure. Two days later, we extracted the retinas and performed RNA-seq and a pathway analysis. We identified 177 differentially expressed genes with RNA-seq, notably the endoplasmic reticulum (ER) stress-related genes *Atf3*, *Atf4*, *Atf5*, *Chac1*, *Chop*, *Egr1* and *Trb3*, which were significantly upregulated. The pathway analysis revealed that ATF4 was the most significant upstream regulator. The antioxidative response-related genes *Hmox1* and *Srxn1*, as well as the immune response-related genes *C1qa*, *C1qb* and *C1qc*, were also significantly upregulated. To our knowledge, this is the first reported RNA-seq investigation of the retinal transcriptome and molecular pathways in the early stages after axonal injury. Our results indicated that ER stress plays a key role under these conditions. Furthermore, the antioxidative defense and immune responses occurred concurrently in the early stages after axonal injury. We believe that our study will lead to a better understanding of and insight into the molecular mechanisms underlying RGC death after axonal injury.

## Introduction

Glaucoma is a leading cause of blindness worldwide [1]. It is characterized by glaucomatous optic neuropathy (GON), and is associated with optic nerve degeneration that results in progressive visual dysfunction [2]. In glaucoma patients, the number of retinal ganglion cells (RGCs) decreases due to axonal degeneration, resulting in visual dysfunction. Despite the attempts of many clinicians and scientists to identify the molecular mechanisms of pathogenesis in glaucoma, they are not yet well understood, possibly because of the multifactorial nature of glaucoma [3].

High intraocular pressure (IOP) is widely recognized as a major risk factor for glaucoma, and treatment to lower IOP is currently the only method that evidence has shown to prevent the progression of the disease [4]. Recently, many varieties of IOP-lowering eye drops have become clinically available to treat glaucoma. However, substantial reductions in IOP, up to 30%, fail to halt the progress of visual dysfunction in some patients, particularly those with normal tension glaucoma (NTG) [5]. In addition to IOP, risk factors for NTG include age, myopia [6], parapapillary atrophy (PPA) [7] and reduced ocular blood flow [8]. There is thus a necessity for further investigation of these IOP-independent mechanisms, and the development of new neuroprotective drug targets for glaucoma.

Many recent investigations have led to a growing understanding of the underlying mechanism of RGC death in glaucoma, which previous studies had found to be induced by axonal injury to the lamina cribrosa [3]. However, those studies were mainly designed around approaches that focused on only a few pathways [9], [10]. In order to overcome the heterogeneous and multifactorial nature of glaucoma and find novel critical molecular targets for treatment, it is necessary to use a global approach (i.e., one including the transcriptome and proteome).

A simple animal model mimicking the pathogenesis of glaucoma is a useful tool in investigations of the mechanism of RGC death, because standard excisional biopsy is impossible in the case of the human retina [11]. In one of the most widely used models, optic nerve crush (ONC) is performed in mice to induce axonal injury, which is a contributor to the progression of RGC death in glaucoma [10], [12]–[14]. Interestingly, in this model the number of RGCs is maintained for a short duration after ONC, and significant RGC loss is not observed until day 3 [10]. Significant axonal damage is known to occur in the retina before visual field defects become detectible [15]. It would therefore be very useful to develop diagnostic methods and drug targets that functioned in these early stages of glaucoma. Analysis of post-ONC mouse retinas in the early stages of axonal injury, before RGC loss (i.e., on day 2), may give us valuable insights to help achieve this goal.

Microarray analysis is a common way to evaluate the expression level of large numbers of genes simultaneously. It has also been used to evaluate changes after axonal injury both in the retina in general and in isolated RGCs [16]. However, microarrays are only capable of measuring known transcripts, and do not allow the investigation of total genetic changes. By contrast, RNA sequencing (RNA-seq) is able to assess complete genes and splice variants, with a high degree of reproducibility that matches that of microarrays [17]. RNA-seq technology thus has the potential to give us very useful, detailed information on the mechanisms of disease, as well as unknown pathways and networks of disease, that may lead to the discovery of new treatment strategies.

The purpose of this study was thus to use RNA-seq to investigate the molecular mechanisms of damage in the early stages of the response to axonal injury, before the onset of RGC death. We believe that our study may open new avenues of investigation into treatment strategies for axonal damage associated with ocular diseases, especially glaucoma.

## Results

### RNA-seq analysis and global gene expression profiles in axonal injury

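RNA from whole mouse retinas was sequenced 2 days after the optic nerve was crushed for 10 seconds at a distance of 2 mm from the globe (ONC) or was exposed and left intact (sham). Crushing the nerve injures the axons of the retinal ganglion cells (RGCs), the neurons that carry the output of the retina to the brain, while their cell bodies stay in the retina. There were 3 ONC samples and 3 sham samples from mice at 12 weeks of age. For each sample the authors deposited a table of 35485 genes with the read counts on the exons of each gene and on the whole gene with its introns, each as all reads and as uniquely mapped reads, together with the exon length and the RPKM. The counts are not normalized, and an intact read pair counts as 1. Total exon reads per gene were compared here between ONC and sham with edgeR's quasi-likelihood test after TMM normalization, over the genes with a mean RPKM above 0.3 in at least one group. Genes with a false discovery rate (FDR, Benjamini-Hochberg adjusted p) under 0.1 and a fold change above 1.5 in either direction were counted as DEGs. The exon reads per sample ranged from 17343945 to 18349331 in the sham group, with a median of 17444025, and from 20019818 to 20358008 in the ONC group, with a median of 20214978. TMM sets the typical gene at no change, whereas RPKM divides by all reads on genes, introns included, so the choice between them shifts every fold change by the same amount within a sample.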

In order to investigate the transcriptome profile at an early stage after axonal injury, but before significant RGC loss [10], we performed an RNA-seq analysis of mouse retinas harvested 2 days after ONC or sham operations. In order to obtain triplicate results, three samples were obtained from each group, each sample being a combination of material from six unique retinas. 

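The 3 samples of each group therefore stand for 18 retinas, and the spread between them is a spread between pools rather than between single mice. Exon reads were compared between pools of the same group, over genes with at least 10 reads in the pair. The chi-square statistic per degree of freedom was lowest for ONC replicates 2 and 3, at 4.71, and highest for ONC replicates 1 and 2, at 14.6. Among sham samples it was 5.62 for replicates 1 and 2, 7.91 for replicates 1 and 3, and 9.40 for replicates 2 and 3. The biological coefficient of variation that edgeR estimated over the expressed genes was 9.17%.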

Each of these samples was sequenced on one lane of the Illumina HiSeq2000 platform (Illumina, San Diego, CA). All sequence reads were mapped to the reference genome (NCBI37/mm9) with CLC Genomics Workbench (version 6.0.1) (CLC Bio, Aarhus, Denmark) [18], [19]. The total number of reads per lane was approximately 400 million, and the total number of reads per sample ranged from 62.9 to 70.3 million. 

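The deposited gene tables hold the part of these reads that fell on genes as intact pairs. An intact pair counts as 1 there, so the numbers are pairs and not single reads as in the totals above. Read pairs on genes, exons and introns together, numbered 22989819, 23955947 and 24475929 in sham replicates 1, 2 and 3 and 25307315, 24886685 and 25940790 in ONC replicates 1, 2 and 3. Summed over all genes, these counts and the exon counts equal the totals of Table S2 in every sample. Every ONC sample had more reads on genes than every sham sample (exact permutation test, two-sided p = 0.1, the smallest p that 3 samples against 3 allow).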

An average 73.8% of total reads were mapped in pairs to the reference genome (Table S1). 

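By the paper's values per sample in Table S1, 75.4% ± 1.29 (SD, n = 3) of the ONC reads and 72.2% ± 2.16 (SD, n = 3) of the sham reads were mapped in pairs, and each ONC value lay above each sham value (exact permutation test, two-sided p = 0.1). In the deposited counts, uniquely mapped reads made up 94.8% ± 0.200 (SD, n = 3) of the exon reads in ONC and 94.8% ± 0.0577 (SD, n = 3) in sham, with overlapping values.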

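Exons held 79.6% ± 1.01 (SD, n = 3) of the reads on genes in ONC and 74.5% ± 3.13 (SD, n = 3) in sham, and introns held the rest. The exon share was 75.9%, 76.6% and 70.9% in sham replicates 1, 2 and 3 and 79.9%, 80.4% and 78.5% in ONC replicates 1, 2 and 3, so that the groups did not overlap (exact permutation test, two-sided p = 0.1, the smallest this design allows). Part of the intron reads came from 1 gene. The files give Esp38 a span on chromosome 17 from 39249579 to 39955287, with 3 exons of 375 bases in total. Between 708414 and 1193154 reads per sham sample and between 391987 and 677883 reads per ONC sample were counted on it, none of them on its exons. At most 5347 of these reads per sample were uniquely mapped. In the RefSeq annotation of GRCm38, Esp38 itself runs from 39950520 to 39955287, and the same span holds Esp18, Esp16 and Esp15. It also holds the pseudogene Rn18s-rs5 from 39846354 to 39848202 and the long noncoding RNA AY036118 from 39848112 to 39898385. Which of these the reads came from was not tested. With the reads on Esp38 left out, exons held 81.2% ± 1.17 (SD, n = 3) of the reads in ONC and 77.4% ± 2.48 (SD, n = 3) in sham, and the groups still did not overlap (exact permutation test, two-sided p = 0.1).

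**Figure D1:**
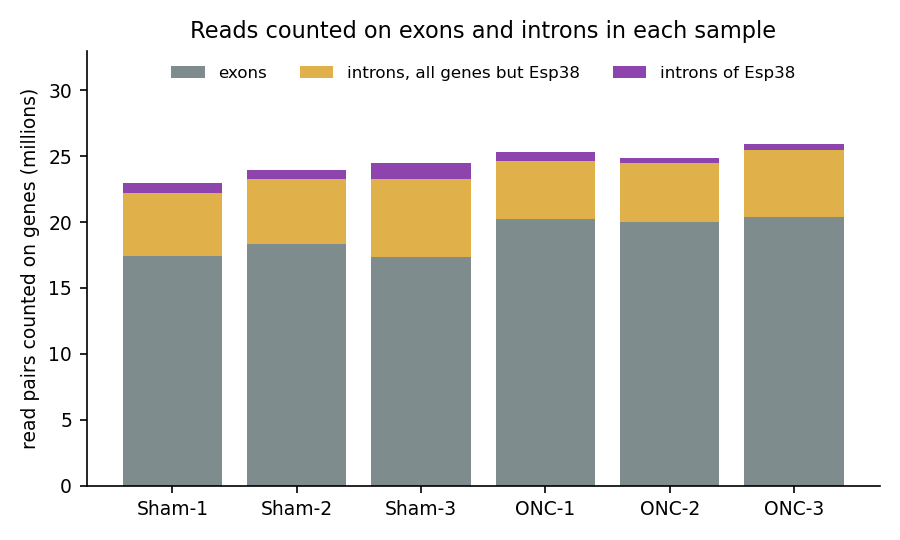
Read pairs counted on genes in each sample (vertical axis, in units of 1000000 read pairs), stacked as reads on exons, on the introns of all genes but Esp38, and on the introns of Esp38. Sham replicate 3 has the largest intron part, with exons at 70.9% of its reads, and the ONC samples lie between 78.5% and 80.4%.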

Detailed mapping statistics are listed on Table S2. 

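The deposited RPKM of a gene equals its total exon reads divided by its exon length in kilobases and by the reads on all genes, exons and introns together. In every sample the divisor implied by the files equalled the number of reads on genes that Table S2 gives for it. Intron reads thus enter the divisor and not the numerator, and a sample with a smaller exon share has lower RPKM values for the same composition of exon reads. In 13597 of the 35485 genes the files give an exon length of 0, no exon reads and an RPKM of 0.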

To determine the expression level of various genes and compare them between samples, we used variable RPKM (reads per kilobase of exon per million mapped reads) [20]. To examine the overall distribution of gene expression values, we created box plots of RPKM expression values with CLC Genomics Workbench (Figure 1A). Overall RPKM expression values were similar in each sample. 

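Over the 13670 genes with a mean RPKM above 0.3 in at least one group, the median RPKM was 7.29, 7.25 and 6.59 in sham replicates 1, 2 and 3 and 7.50, 7.87 and 7.76 in ONC replicates 1, 2 and 3. The lower quartile ranged from 2.15 in sham replicate 3 to 2.57 in ONC replicate 2, and the upper quartile from 15.3 to 18.2 in the same samples. Each ONC sample had a higher median RPKM than each sham sample.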

We excluded genes that did not have a mean RPKM > 0.3 in at least one group, in order to remove background noise [21]. The number of genes with a mean RPKM > 0.3 in at least one group was 13160. These were used for the differential gene expression analysis [19]. 

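In the deposited RPKM values, 13670 genes had a mean RPKM above 0.3 in at least one group. The count was 13160 when the mean had to be above 0.3 in both groups, and 510 genes were above it in only 1 group. The count over both groups was 1 of several definitions tried after the data were seen. The others gave 12622 genes with every sample above 0.3, 13152 with all samples of at least one group above it, 13420 with the mean over all samples above it and 14304 with at least one sample above it. All tests reported here used the 13670 genes unless another number is given.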

Fold change (FC) differences between the mice that underwent ONC and those that underwent a sham operation were calculated. 

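When fold changes were taken as the ratio of group mean RPKM, the median log2 fold change over the expressed genes was 0.131 and 76.6% of the genes lay above 0. With exon reads and TMM normalization the median was 0.01 and 52.3% of the genes lay above 0. Scaling by the sum of exon reads, without TMM, gave a median of 0.035. The log2 fold changes given here for single genes are those after TMM normalization, which takes the typical gene as unchanged. The TMM factors ranged from 0.98 in sham replicate 3 to 1.02 in ONC replicate 2.

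**Figure D2:**
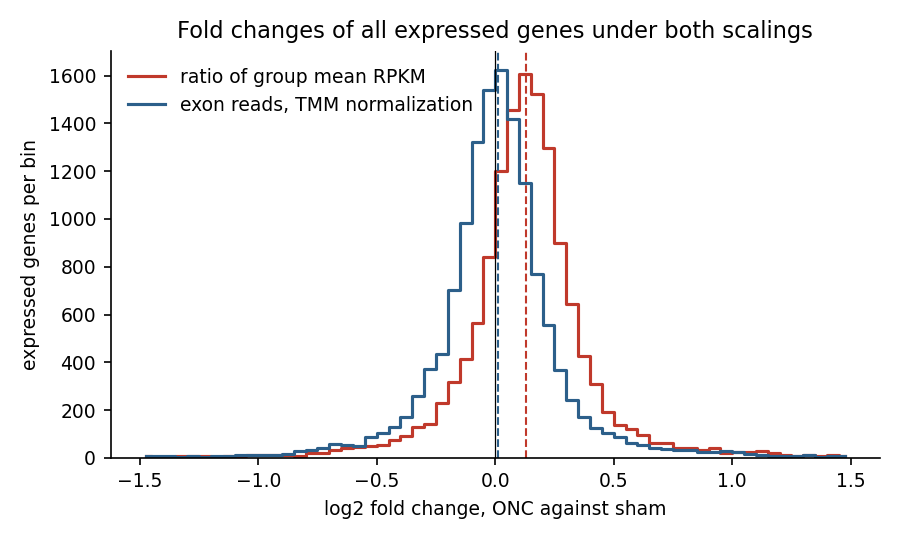
Number of expressed genes per bin (vertical axis) by log2 fold change of ONC against sham (horizontal axis), from the ratio of group mean RPKM in red and from exon reads with TMM normalization in blue, for the range of the axis only. Dashed lines mark the medians, 0.13 for RPKM and 0.01 for TMM.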

The Student’s t-test was performed to compare the groups with R software (version 3.0.1) [22]. *P*-values were adjusted for multiplicity with the Bioconductor package qvalue to control the false discovery rate (FDR) [23]. 

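The number of genes counted as changed depended on the thresholds. Of the 13670 genes, 2286 had an unadjusted p under 0.05 in edgeR's quasi-likelihood test. With an FDR under 0.1 and no limit on the fold change, 833 genes passed, 325 of them higher in ONC and 508 lower. When each sample was left out in turn, this count ranged from 373 without sham replicate 2 to 2049 without ONC replicate 1. It was 1730 with division by all reads on genes, as in RPKM. Requiring an FDR under 0.05 together with a fold change above 1.5 left 175 genes, 82 higher and 93 lower. A test against a fold change of 1.5 itself (edgeR's glmTreat, FDR under 0.1) left 51 genes, 32 higher and 19 lower.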

Differentially expressed genes (DEGs) were defined as those with |FC| > 1.5 and FDR < 0.1 [24]. It is known that the cells affected by ONC are mainly RGCs. The abundance ratio of RGCs in retinal tissue has been reported to very low (less than 0.5%) [25]. Furthermore, an approximately 1.5 to 2-fold increase in gene expression (e.g., in *Jun, Jund and Gadd45a)* has been reported to be a significant change in a previous analysis of changes in the entire retina after optic nerve crush [26]. We therefore applied this relatively lower cutoff (|FC| > 1.5 and FDR < 0.1) in the current study. We created a volcano plot showing DEGs as red dots with the ggplot2 package in R software [27] (Figure 1B). We also conducted a hierarchical clustering analysis of DEGs from all samples with Ward’s method of Euclidean distances [28], and created a heatmap with the heatmap.2 function of the gplots package of R software [29]. 

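Over all 13670 expressed genes, rather than over DEGs that were picked for differing between the groups, Pearson's r of log2(RPKM + 0.1) was 0.985 on average between samples of the same group, with a range of 0.983 to 0.990. Between samples of different groups it was 0.98 on average, with a range of 0.974 to 0.985. These correlations run across genes, which are not independent replicates. Clustering on all expressed genes placed the 3 ONC samples together and the 3 sham samples together, with average linkage and with Ward's method alike. Of the 10 ways to split the 6 samples into groups of 3, the real split gave the largest difference between the mean within-group and between-group r, 0.0054.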

The results indicated that gene expression was similar in each group (Figure 1C).

**Figure 1:**
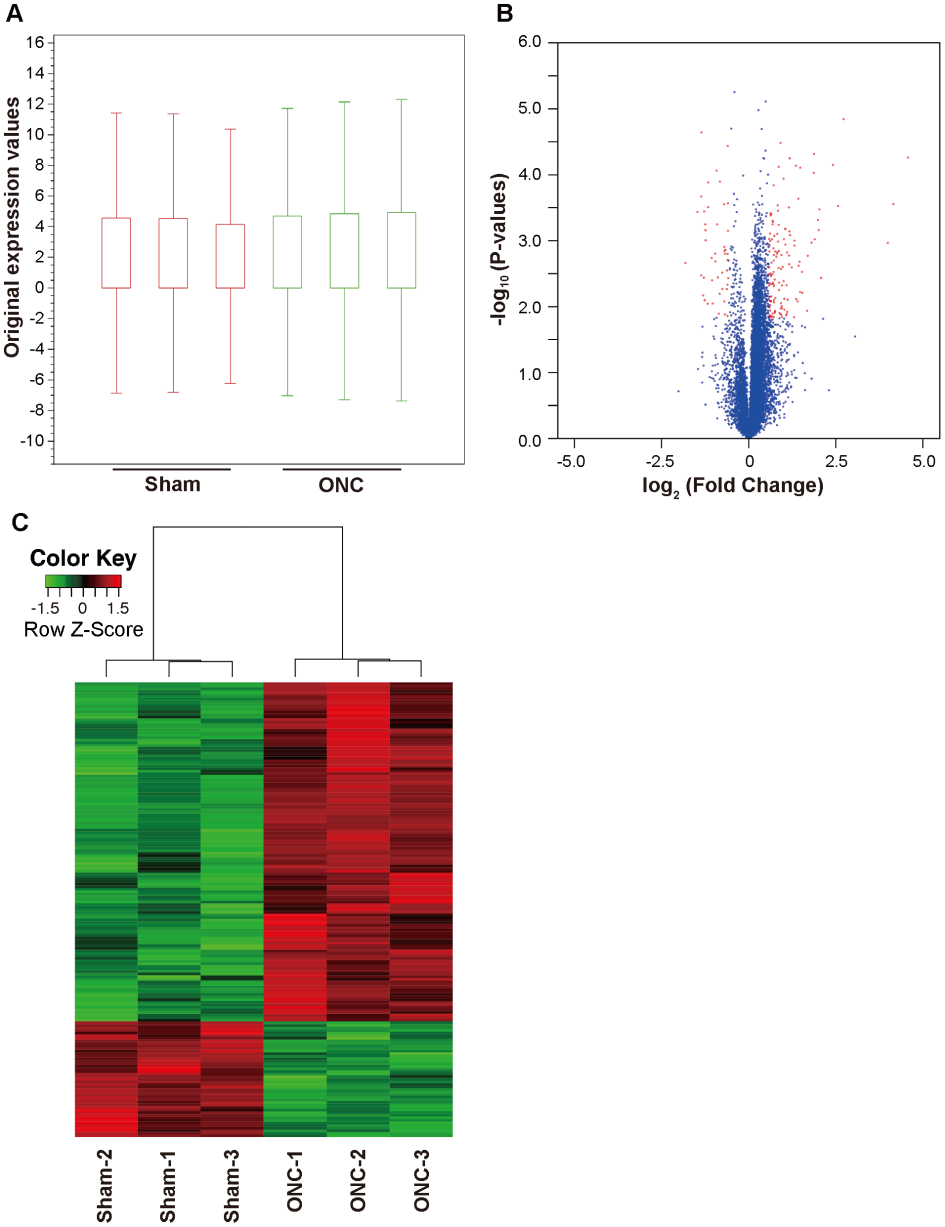
Gene expression profiles of the samples. (A) Box plot showing overall RPKM expression values for the ONC and control samples. (B) Volcano plot showing differentially expressed genes after axonal injury. For each plot, the X-axis represents log_2_ FC and the Y-axis represents -log_10_ (P-values). DEGs are shown as red dots. (C) Hierarchical clustering of DEGs after ONC. Red indicates increased expression and green indicates decreased expression. DEGs were defined as having absolute FC > 1.5 and a FDR < 0.1.

### Differentially expressed genes after ONC

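By edgeR's quasi-likelihood test on exon reads with TMM normalization, 227 of the 13670 expressed genes were DEGs, 113 of them upregulated and 114 downregulated. With the replicate number added as a block, 222 genes were DEGs, 111 in each direction. The deviations of samples from their group mean had a mean correlation across genes of -0.026 in the 3 same-numbered pairs of ONC and sham samples, which gives no sign that these were paired. The paper's per-gene test on RPKM with q-values, applied to the same 13670 genes, gave 226 DEGs, 169 up and 57 down. When RPKM was first rescaled by the TMM factors, that test gave 93 DEGs, 53 up and 40 down. The alternative scaling that moved the edgeR counts most was division by all reads on genes, as in RPKM, which gave 350 DEGs, 263 up and 87 down. In the fits that each left out 1 sample, the number of DEGs ranged from 154 to 358. All 177 genes of Table S3 were found in the files and changed in the direction that the paper gives. Of these, 110 were DEGs by edgeR, 69 of the 132 listed as upregulated and 41 of the 45 listed as downregulated. Of the other 67, 37 missed the FDR threshold and 30 missed only the fold change threshold.

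**Figure D3:**
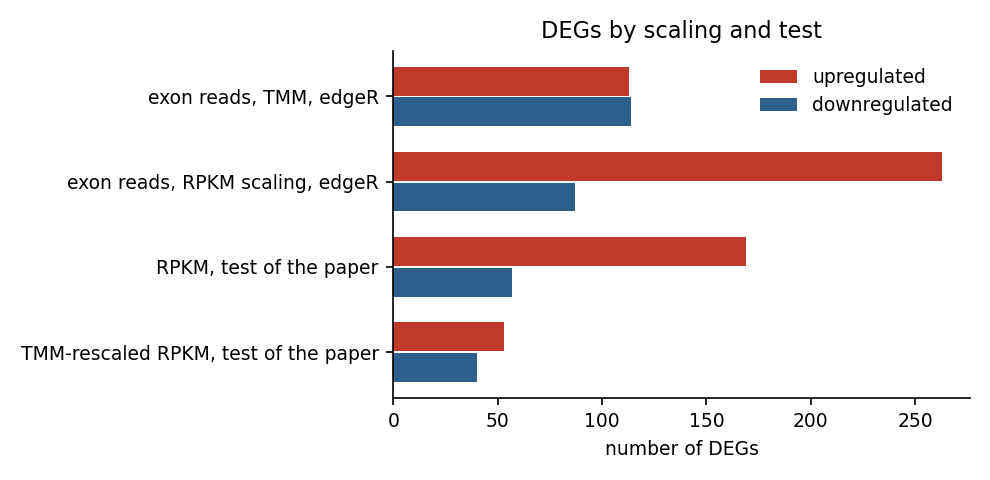
Number of upregulated (red) and downregulated (blue) DEGs, out of 13670 expressed genes, by scaling and test. The edgeR test gives 113 up and 114 down with TMM normalization and 263 up and 87 down with the scaling of RPKM, and the paper's test gives 169 up and 57 down on RPKM and 53 up and 40 down on TMM-rescaled RPKM.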

The triplicate samples from the ONC and sham groups were assayed for DEGs, and 177 DEGs (132 up- and 45 downregulated genes) were identified (Table S3). The 10 most up- and downregulated genes are listed in Table 1. 

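All 10 genes that Table 1 lists as upregulated were DEGs by edgeR, with and without the replicate block, at log2 fold changes from 1.88 to 4.47. Mmp12, on chromosome 9 of GRCm38 from 7347374 to 7360461, had an RPKM of 7.66 ± 0.879 (SD, n = 3) in ONC and 0.430 ± 0.570 (SD, n = 3) in sham, a log2 fold change of 4.06 (standard error 0.41, adjusted p = 2.73e-06 from edgeR's quasi-likelihood test). Its exon reads in the sham group were uneven, at 90, 4 and 14 in replicates 1, 2 and 3. Ecel1, on chromosome 1 from 87147655 to 87155027, had an RPKM of 6.62 ± 1.24 (SD, n = 3) in ONC and 0.415 ± 0.269 (SD, n = 3) in sham, a log2 fold change of 3.89 (standard error 0.26, adjusted p = 1.67e-08, edgeR). The log2 fold change of Mmp12 was moved most by leaving out sham replicate 1, which gave 6.05. Of the 10 genes listed as downregulated, 8 were DEGs, at log2 fold changes from -1.95 to -1.37 for all 10. Tppp3, on chromosome 8 from 105467492 to 105471422, fell from an RPKM of 49.3 ± 2.15 (SD, n = 3) to 19.3 ± 0.802 (SD, n = 3), a log2 fold change of -1.48 (standard error 0.09, adjusted p = 6.00e-09, edgeR). Gm7244 and Opn3 did not reach the FDR threshold (adjusted p = 0.205 and 0.109, edgeR) and had between 5 and 20 and between 9 and 35 exon reads per sample. In Gm6747 only 1.43% of the exon reads were uniquely mapped. Among all DEGs of the edgeR test, ranked by log2 fold change, 3 of the 10 largest rises and 1 of the 10 largest falls are genes of Table 1. The others, except Gal among the rises and Gm10294 among the falls, had a mean RPKM of 0.3 or less in 1 group. A filter on both groups, which gave the paper's 13160 genes, leaves such genes out.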

The expression changes of known RGC markers and axon regeneration markers [16], [30], [31] are summarized in Table 2. 

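Nefh, which encodes the heavy neurofilament chain, lies on chromosome 11 of GRCm38 from 4938754 to 4948064 and had an RPKM of 8.49 ± 1.01 (SD, n = 3) in ONC and 19.1 ± 1.20 (SD, n = 3) in sham, a log2 fold change of -1.29 (standard error 0.09, adjusted p = 2.89e-08 from edgeR's quasi-likelihood test). Sncg, on chromosome 14 from 34370274 to 34374669, had an RPKM of 64.9 ± 3.21 (SD, n = 3) in ONC and 115 ± 4.98 (SD, n = 3) in sham, a log2 fold change of -0.95 (standard error 0.07, adjusted p = 2.89e-08, edgeR). Rbpms, on chromosome 8 from 33782644 to 33929841, had an RPKM of 6.21 ± 0.530 (SD, n = 3) in ONC and 10.1 ± 0.664 (SD, n = 3) in sham, a log2 fold change of -0.82 (standard error 0.11, adjusted p = 6.23e-05, edgeR). For Pou4f2 and Pou4f1 the log2 fold changes were -1.39 (standard error 0.19, adjusted p = 0.000103) and -0.75 (standard error 0.11, adjusted p = 0.000289, edgeR). In each of these 5 genes every ONC sample lay below every sham sample, and all 5 stayed DEGs with the replicate block. Nefh, Sncg and Rbpms stayed DEGs in each of the 23 alternatives tried, whereas Pou4f2 fell short of the thresholds in 1 and Pou4f1 in 2 of them. The alternative that moved the group most was limma with a pseudocount of 1, under which Pou4f2 had a log2 fold change of -0.85.

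**Figure D4:**
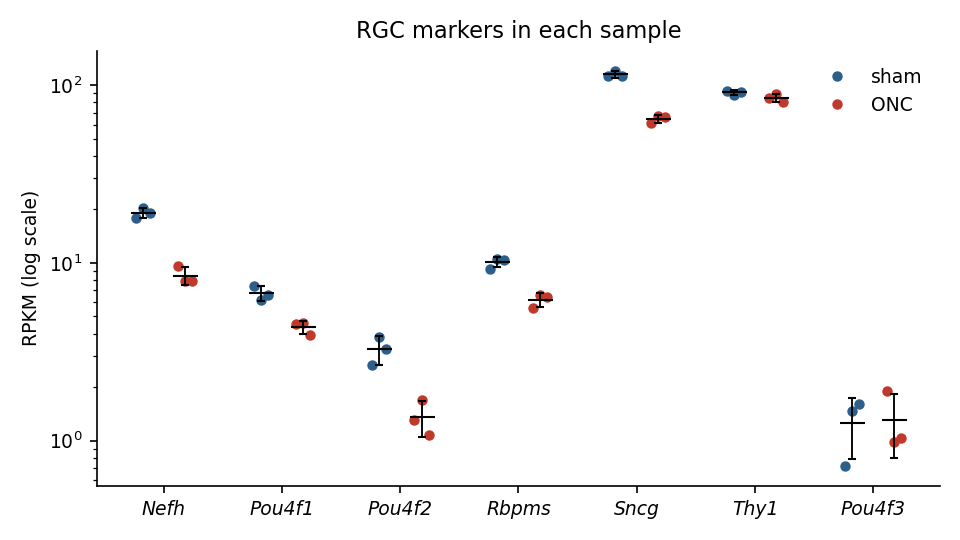
RPKM on a log scale (vertical axis) of RGC markers in each of the 3 sham samples (blue) and 3 ONC samples (red), with the mean and SD of each group in black. Nefh, Pou4f1, Pou4f2, Rbpms and Sncg are lower in every ONC sample than in every sham sample, and Pou4f3 overlaps, at 1.31 ± 0.511 in ONC and 1.26 ± 0.473 in sham.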

We found that the following RGC markers were significantly downregulated 2 days after ONC: *Nefh* (–2.24-fold), *Pou4f1* (–1.54-fold), *Pou4f2* (–2.40-fold), *Rbpms* (–1.62-fold) and *Sncg* (–1.77-fold). Interestingly, the expression of *Thy1* and *Pou4f3* did not change significantly at this time point (day 2). 

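Thy1, on chromosome 9 of GRCm38 from 44043384 to 44048579, had an RPKM of 85.0 ± 4.25 (SD, n = 3) in ONC and 91.1 ± 2.52 (SD, n = 3) in sham, with between 3632 and 3895 exon reads per sample. Its log2 fold change was -0.22 (standard error 0.06, adjusted p = 0.0517 from edgeR's quasi-likelihood test), which passed the FDR threshold and not the fold change threshold, and stayed between -0.27 and -0.10 in all alternatives. With the replicate block its adjusted p was 0.0968. Pou4f3, on chromosome 18 from 42394597 to 42396093, had between 19 and 55 exon reads per sample and a log2 fold change of -0.08 (standard error 0.43, adjusted p = 0.951, edgeR), and its direction changed with the scaling, to 0.05 with the scaling of RPKM.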

Generally, the expression of *Thy1* begins to decrease 3 days after axotomy in rats [32]. 

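Sprr1a, on chromosome 3 of GRCm38 from 92483954 to 92485881, had an RPKM of 11.7 ± 0.794 (SD, n = 3) in ONC and 0.492 ± 0.722 (SD, n = 3) in sham, a log2 fold change of 4.47 (standard error 0.47, adjusted p = 5.06e-06 from edgeR's quasi-likelihood test). Its exon reads numbered 236, 245 and 223 in ONC replicates 1, 2 and 3 and 24, 0 and 3 in sham replicates 1, 2 and 3, so the size of its rise rests on few reads in sham. It ranged from 3.19 with limma and a pseudocount of 1 to 6.97 without sham replicate 1. Gap43, on chromosome 16 from 42248552 to 42340651, had an RPKM of 29.1 ± 2.51 (SD, n = 3) in ONC and 19.0 ± 1.68 (SD, n = 3) in sham. Its log2 fold change was 0.49 (standard error 0.10, adjusted p = 0.00585, edgeR; 0.00477 with the replicate block), below the fold change threshold. It passed both thresholds in 5 of 23 alternatives, those that use the scaling of RPKM, where the log2 fold change reached 0.61, and was between 0.41 and 0.55 when each sample was left out in turn.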

The following axon regeneration markers were significantly upregulated after ONC: *Gap43* (1.53-fold) and *Sprr1a* (23.81-fold).

**Table 1:** Top 10 upregulated and downregulated genes after ONC.

Symbol	Description	Gene accession	Fold change	*P*-value	FDR
**Upregulated**					
*Sprr1a*	Small proline-rich protein 1A	NM_009264	23.81	5.46E-05	0.026
*Mmp12*	Matrix metallopeptidase 12	NM_008605	17.82	2.80E-04	0.045
*Ecel1*	Endothelin converting enzyme-like 1	NM_021306	15.96	1.08E-03	0.054
*Chac1*	ChaC, cation transport regulator-like 1 (E. coli)	NM_026929	6.61	1.44E-05	0.022
*Sox11*	SRY-box containing gene 11	NM_009234	5.92	2.98E-04	0.045
*Atf3*	Activating transcription factor 3	NM_007498	5.34	7.10E-05	0.028
*Lgals3*	Lectin, galactose binding, soluble 3	NM_001145953	4.23	3.66E-03	0.071
*Phgdh*	3-phosphoglycerate dehydrogenase	NM_016966	4.09	3.36E-04	0.045
*Cdkn1a*	Cyclin-dependent kinase inhibitor 1A (P21)	NM_007669	4.03	6.92E-04	0.051
*Tnfrsf12a*	Tumor necrosis factor receptor superfamily, member 12a	NM_013749	3.98	4.84E-04	0.048
**Downregulated**					
*Gm6747*	Predicted gene 6747	XM_003945591	–3.53	2.17E-03	0.061
*Irx2*	Iroquois related homeobox 2 (Drosophila)	NM_010574	–2.77	3.69E-04	0.045
*Gm7244*	Predicted gene 7244	NG_019018	–2.57	3.35E-03	0.069
*Rasgrp2*	RAS, guanyl releasing protein 2	NM_011242	–2.57	2.13E-04	0.043
*Tppp3*	Tubulin polymerization-promoting protein family member 3	NM_026481	–2.55	2.27E-05	0.022
*Kcnd2*	Potassium voltage-gated channel, Shal-related family, member 2	NM_019697	–2.47	6.78E-03	0.081
*Opn3*	Opsin 3	NM_010098	–2.44	3.63E-03	0.071
*Ctxn3*	Cortexin 3	NM_001134697	–2.42	3.62E-04	0.045
*Pou4f2*	POU domain, class 4, transcription factor 2	NM_138944	–2.40	7.99E-03	0.085
*Pvalb*	Parvalbumin	NM_013645	–2.37	5.66E-04	0.048

Differences were considered significant when FDR was < 0.1 and |FC| was > 1.5.

**Table 2:** Expression changes in genes associated with RGCs, axon regeneration and ER stress after ONC.

Symbol	Description		Gene accession	Fold change	*P*-value	FDR
**RGC**						
*Nefh*	Neurofilament, heavy polypeptide		NM_010904	–2.24	3.11E-04	0.045
*Pou4f1*	POU domain, class 4, transcription factor 1		NM_011143	–1.54	5.41E-03	0.077
*Pou4f2*	POU domain, class 4, transcription factor 2		NM_138944	–2.40	7.99E-03	0.085
*Pou4f3*	POU domain, class 4, transcription factor 3		NM_138945	1.04	NS	NS
*Rbpms*	RNA binding protein gene with multiple splicing		NM_019733	–1.62	1.43E-03	0.056
*Sncg*	Synuclein, gamma		NM_011430	–1.77	1.27E-04	0.032
*Thy1*	Thymus cell antigen 1, theta		NM_009382	–1.07	NS	NS
**Axon regeneration**						
*Gap43*	Growth associated protein 43		NM_008083	1.53	4.44E-03	0.073
*Sprr1a*	Small proline-rich protein 1A		NM_009264	23.81	5.46E-05	0.026
**ER stress**						
*Atf3*	Activating transcription factor 3		NM_007498	5.34	7.10E-05	0.028
*Atf4*	Activating transcription factor 4		NM_009716	1.61	5.65E-04	0.048
*Atf5*	Activating transcription factor 5		NM_030693	2.24	2.27E-03	0.062
*Chac1*	ChaC, cation transport regulator-like 1 (E. coli)		NM_026929	6.61	1.44E-05	0.022
*Ddit3*	DNA-damage inducible transcript 3		NM_007837	2.15	1.51E-03	0.056
*Egr1*	Early growth response 1		NM_007913	2.25	7.25E-04	0.051
*Trib3*	Tribbles homolog 3 (Drosophila)		NM_175093	2.89	2.98E-03	0.067

Differences were considered significant when FDR was < 0.1 and |FC| was > 1.5. NS  =  not significant.

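Atf3, on chromosome 1 of GRCm38 from 191170296 to 191183333, had an RPKM of 17.8 ± 0.421 (SD, n = 3) in ONC and 3.33 ± 1.42 (SD, n = 3) in sham, a log2 fold change of 2.30 (standard error 0.18, adjusted p = 7.95e-08 from edgeR's quasi-likelihood test). Atf5 had a log2 fold change of 1.04 (standard error 0.12, adjusted p = 1.30e-05, edgeR) and Egr1 of 1.05 (standard error 0.11, adjusted p = 7.34e-06, edgeR). For Atf4, on chromosome 15 from 80255184 to 80257541, exon reads numbered between 4270 and 4776 per sham sample and between 7733 and 7974 per ONC sample. Its log2 fold change of 0.56 (standard error 0.06, adjusted p = 2.73e-06, edgeR) lay below the fold change threshold, and it was above it in 8 of 23 alternatives, among them the scaling of RPKM. Together with Chac1, Ddit3 and Trib3 these are 7 genes, of which 6 were DEGs with and without the replicate block. In all 7 every ONC sample lay above every sham sample, and all 7 rose in each of the 23 alternatives.

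**Figure D5:**
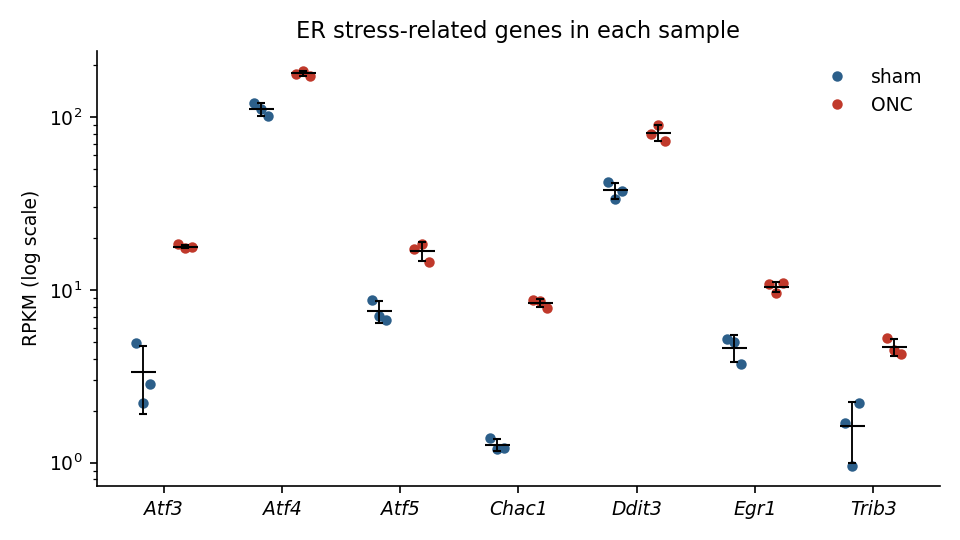
RPKM on a log scale (vertical axis) of 7 ER stress-related genes in each of the 3 sham samples (blue) and 3 ONC samples (red), with the mean and SD of each group in black. Every ONC value is above every sham value of the same gene, with means of 17.8 against 3.33 for Atf3 and of 179 against 111 for Atf4.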

A review of the published literature revealed that the following sets of endoplasmic reticulum (ER) stress-related genes have been shown to be significantly upregulated 2 days after ONC: *Atf3*, *Atf4*, *Atf5*, *Chac1*, *Ddit3*, *Egr1*, *Trib3* [33]–[35] (Table 2).

### Significant networks and biological functions after ONC revealed by pathway analysis

To investigate the pathways involved in axonal injury, the DEG dataset was uploaded to Ingenuity Pathway Analysis (IPA, Ingenuity Systems, Redwood City, CA) and mapped to the Ingenuity Pathways Knowledge Base (IPKB) [36]. The 2 most significant networks are shown in Figure 2. Network 1 (Figure 2A) was associated with the “Cell Death and Survival”, “Cancer” and “Cell Morphology” pathways. Network 2 (Figure 2B) was associated with the “Neurological Disease”, “Nervous System Development and Function” and “Tissue Morphology” pathways. Table 3 lists the 5 most significant molecular and cellular functions. The most significant biofunction response, according to IPA, was for the “Cell Death and Survival” pathway, which involved 45 genes (Table S4).

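All 45 genes of Table S4 were found among the expressed genes, 37 of them higher in ONC and 8 lower. In 44 of them every ONC sample lay on one side of every sham sample. Since these genes were taken from the paper's DEGs, their direction is not a test of the pathway. By edgeR's test on exon reads 28 of the 45 were DEGs, 21 up and 7 down, and 26 were DEGs with the replicate block. Their median log2 fold change was 0.74, with a range from -1.43 for Kcnd2 to 4.47 for Sprr1a. The enrichment itself was not analysed here, since the IPA knowledge base was not used.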

**Figure 2:**
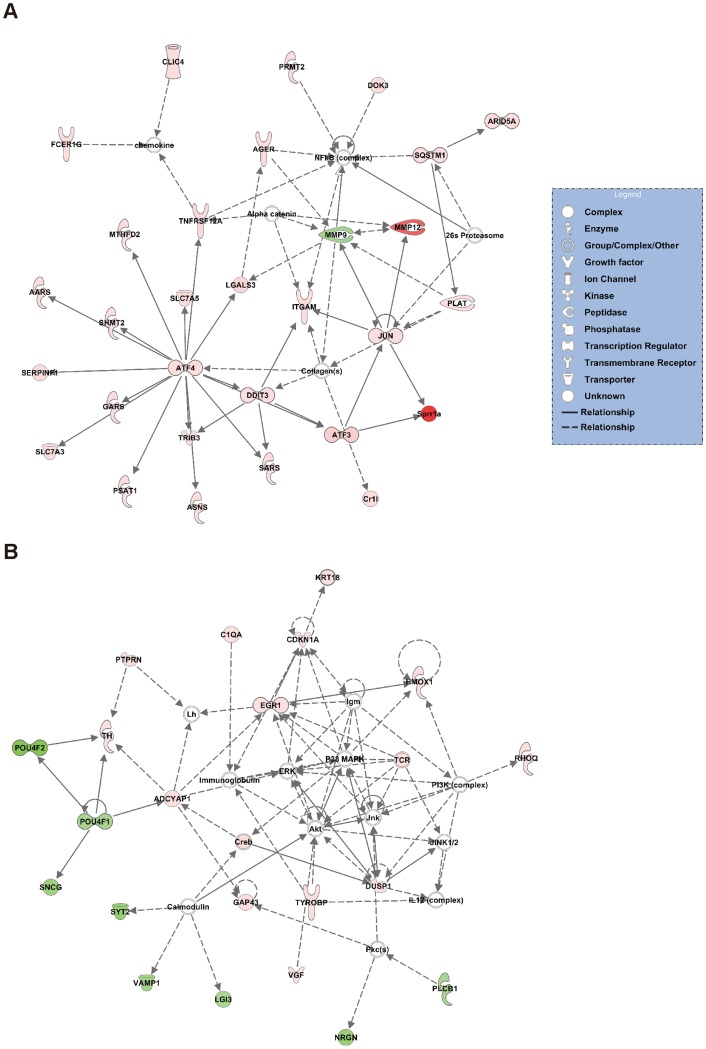
Network analysis of the effect of ONC on gene expression. These post-ONC significance networks were generated by IPA. The 2 most significant networks are shown. (A) Network 1 was associated with the “Cell Death and Survival”, “Cancer” and “Cell Morphology” pathways. (B) Network 2 was associated with the “Neurological Disease”, “Nervous System Development and Function” and “Tissue Morphology” pathways. Red indicates upregulated genes, green indicates downregulated genes, and white indicates genes that were not annotated in this RNA-seq result but that formed part of the network.

**Table 3:** Top 5 molecular and cellular functions significantly modulated after ONC.

Category	*P*-value	Number of Molecules
Cell Death and Survival	7.45E-07-1.83E-02	45
Cellular Function and Maintenance	2.81E-06-1.83E-02	41
Cell-To-Cell Signaling and Interaction	4E-06-1.83E-02	40
Molecular Transport	5.13E-05-1.17E-02	42
Small Molecule Biochemistry	5.13E-05-1.83E-02	36

Significances were calculated with Fisher’s exact test.

Differences were considered significant at the *P* < 0.05 level.

### RT-PCR validation of RNA-seq data

To validate the RNA-seq findings, we prepared new mouse retinas in each group, and performed RT-PCR on these new groups of retinas. We selected 14 genes (*Sprr1a, Mmp12*, *Sox11*, *Atf3*, *Tnfrsf12a*, *Hmox1*, *Plat*, *Egr1*, *Atf5*, *Ddit3*, *Jun*, *Pou4f2*, *Nefh* and *Pou4f1*) involved in the “Cell Death and Survival” pathway, and examined changes in their expression with RT-PCR (Table 4). 

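The RNA-seq log2 fold changes of the 14 genes tested by RT-PCR were set against the log2 of the fold changes that the paper gives for RT-PCR in Table 4, which came from other retinas. All 14 genes changed in the same direction in both. Pearson's r across the genes was 0.976 and Spearman's rho was 0.961 (permutation test with 100000 resamples, two-sided p = 1e-05 for each, the smallest this number of resamples allows). Genes are not independent replicates. Without the 2 genes of largest change, Sprr1a and Mmp12, r was 0.978 and rho was 0.939 (permutation p = 2e-05 and 4e-05) across 12 genes. In 12 of the 14 genes the change was larger by RT-PCR, and in 10 the difference was below 1 on the log2 scale. The largest difference was that of Sprr1a, with a log2 fold change of 4.47 by RNA-seq and 7.86 by the paper's RT-PCR. Plat, on chromosome 8 of GRCm38 from 22757744 to 22782848, had an RNA-seq log2 fold change of 1.06 (standard error 0.13, adjusted p = 2.14e-05 from edgeR's test), and Tnfrsf12a one of 1.88 (standard error 0.19, adjusted p = 2.35e-06, edgeR).

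**Figure D6:**
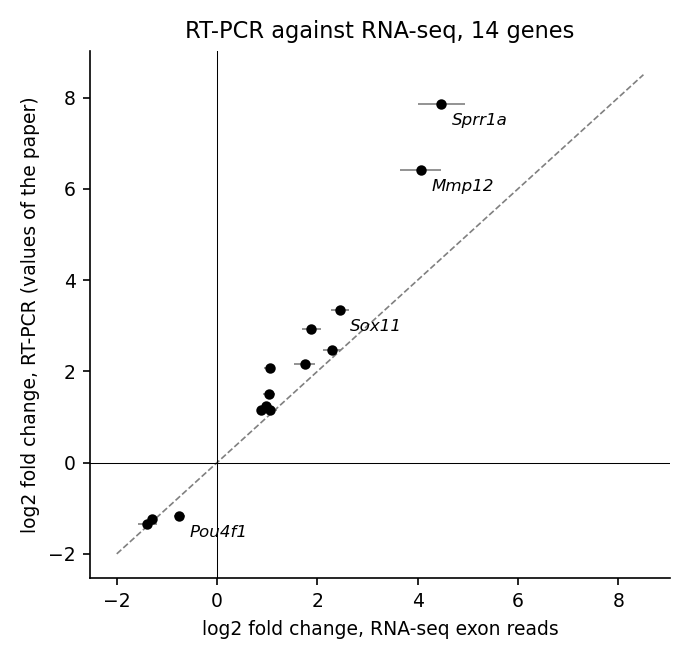
Log2 fold change by RT-PCR, from the paper's values (vertical axis), against log2 fold change from RNA-seq exon reads with TMM normalization (horizontal axis, bars show the standard error) for 14 genes, with a dashed line where both are equal. In 12 genes the RT-PCR change is the larger one, most of all in Sprr1a, at 7.86 against 4.47.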

We found that results obtained with RT-PCR were similar to those obtained with RNA-seq.

**Table 4:** RT-PCR validation of the expression of selected genes related to the “Cell Death and Survival” pathway.

Symbol	Description	Gene Accession	RNA-seq		RT-PCR	
			FC	*P*-value	FC	*P*-value
*Sprr1a*	Small proline-rich protein 1A	NM_009264	23.81	5.46E-05	232.12	2.79E-03
*Mmp12*	Matrix metallopeptidase 12	NM_008605	17.82	2.80E-04	84.75	2.27E-04
*Sox11*	SRY-box containing gene 11	NM_009234	5.92	2.98E-04	10.14	3.74E-04
*Atf3*	Activating transcription factor 3	NM_007498	5.34	7.10E-05	5.51	1.13E-02
*Tnfrsf12a*	Tumor necrosis factor receptor superfamily member 12a	NM_001161746	3.98	4.84E-04	7.57	1.27E-03
*Hmox1*	Heme oxygenase (decycling) 1	NM_010442	3.67	4.82E-05	4.50	1.53E-02
*Plat*	Plasminogen activator, tissue	NM_008872	2.26	5.63E-05	2.22	8.82E-03
*Egr1*	Early growth response 1	NM_007913	2.25	7.25E-04	4.21	2.15E-02
*Atf5*	Activating transcription factor 5	NM_030693	2.24	2.27E-03	2.82	5.50E-05
*Ddit3*	DNA-damage inducible transcript 3	NM_007837	2.15	1.51E-03	2.37	8.60E-06
*Jun*	Jun oncogene	NM_010591	2.00	1.14E-04	2.22	1.78E-03
*Pou4f2*	POU domain, class 4, transcription factor 2	NM_138944	–2.40	7.99E-03	–2.55	2.34E-06
*Nefh*	Neurofilament, heavy polypeptide	NM_010904	–2.24	3.11E-04	–2.36	3.58E-07
*Pou4f1*	POU domain, class 4, transcription factor 1	NM_011143	–1.54	5.41E-03	–2.25	1.55E-03

Differences between the NC and sham groups were analyzed with the t-test (RT-PCR: n  =  6 for each group). Differences were considered significant at the *P*<0.05 level.

### Upstream analysis and global network interactions after axonal injury

In order to investigate molecular network interactions, IPA performed an upstream regulator analysis. Table 5 shows the transcription factors that IPA predicted to be upstream regulators. The most significant was ATF4, but TP53, nuclear factor (erythroid-derived 2)-like 2 (NFE2L2) and DNA-damage inducible transcript 3 (DDIT3) were also determined to be upstream regulators activated after ONC. 

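The 16 genes that Table 5 gives as ATF4 targets all rose, by a median log2 fold change of 1.08 and a range from 0.49 for Aars to 2.30 for Atf3, and 13 of them were DEGs by edgeR, with and without the replicate block. The list was drawn from the paper's DEGs, so its direction was fixed by that choice.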

Data for ATF4, TP53, NFE2L2, DDIT3 and the target genes from the dataset were merged to create a graphical representation of the network of molecular relationships following ONC (Figure 3).

**Figure 3:**
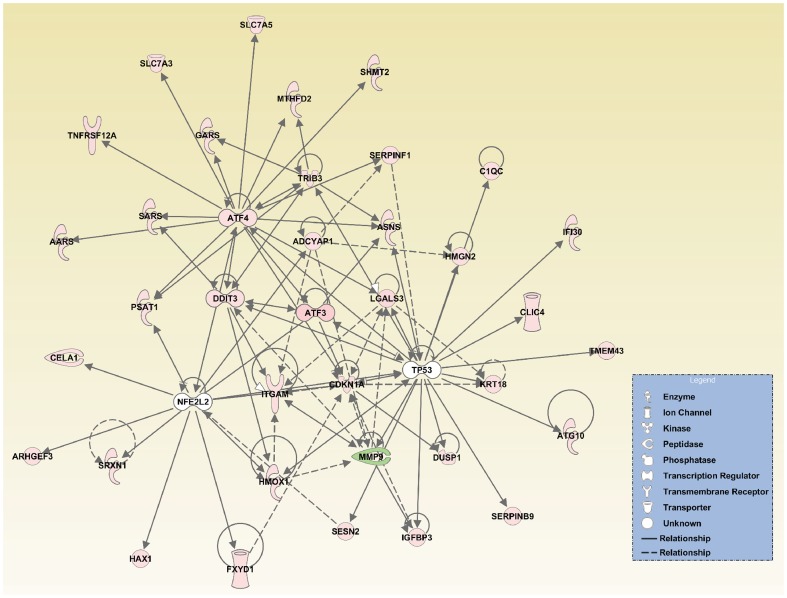
Interaction networks involved in axonal injury after ONC. The upstream analysis was performed with IPA. ATF4, TP53, NFE2L2, DDIT3 and the target molecules of these upstream regulators were merged for this representation of the interaction networks after ONC.

**Table 5:** Predicted upstream regulators belonging to transcription factors after ONC.

Name	Predicted activation	Activation Z-score	*P*-value of overlap	Target molecules in dataset
ATF4	Activated	3.12	8.90E-18	AARS, ASNS, ATF3, CDKN1A, DDIT3, GARS, LGALS3, MTHFD2, PSAT1, SARS, SERPINF1, SHMT2, SLC7A3, SLC7A5, TNFRSF12A, TRIB3
TP53	Activated	2.44	2.83E-05	ATF3, ATG10, C1QC, CDKN1A, CLIC4, DUSP1, HMGN2, HMOX1, IFI30, IGFBP3, KRT18, LGALS3, MMP9, SERPINB9, SESN2, TMEM43, TRIB3
NFE2L2	Activated	2.13	4.79E-03	ADCYAP1, ARHGEF3, CELA1, FXYD1, HAX1, HMOX1, PSAT1, SRXN1
DDIT3	Activated	2.00	3.20E-06	ATF3, ITGAM, SARS, TRIB3

Data were analyzed with Fisher’s exact test. Differences were considered significant with a *P*<0.05 and |Z-score| ≥ 2.

## Discussion

In this study, we used RNA-seq to examine the global transcriptome profile early after axonal injury, before the onset of significant RGC death. We identified 177 DEGs including previously uninvestigated molecules in ONC. A pathway analysis of these DEGs revealed that the most significant biofunction in axonal injury was the “Cell Death and Survival” pathway. We found that the ATF4-regulated pathway and other sets of ER stress-related genes were significantly upregulated, and that NFE2L2 was also involved in axonal injury, as an upstream regulator. These results point to the critical role that ER stress plays in axonal damage-induced RGC death after ONC. Furthermore, the molecular mechanism of the response to axonal injury also involved antioxidative defense.

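Across 23 alternatives in normalization, filter, reads counted, test and samples left out, 5 of the 7 ER stress-related genes of Table 2 were DEGs every time, and the exceptions were Atf4 and Trib3. All 7 kept their direction. The paper writes that its findings point to a critical role of ER stress in RGC death. It names the rise of the ATF4 pathway and of other ER stress-related genes, and also NFE2L2 as an upstream regulator.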

This study relied on an animal model of ocular disease in which axonal injury was induced by ONC [10]. Many animal models have been used in recent investigations of novel treatment strategies for glaucoma, such as neuroprotection. Various methods of inducing RGC loss in animals have previously been described, including ONC [10], [14], [37], optic nerve axotomy [32], [38], [39], intravitreal administration of N-methyl-d-aspartate [40]–[42] or Kainic acid [43]–[45] induction of glutamate excitotoxicity, and tumor necrosis factor-α-induced neuroinflammation [46], [47]. In contrast to other models, ONC and optic nerve axotomy induce axonal damage by direct optic nerve injury, which is the main pathogenic component leading to RGC death in glaucoma [14]. In models using glutamate toxicity, RGC death occurs immediately with TUNEL signals detectible within 6 hours after injury [48], [49]. On the other hand, in models using neuroinflammation, RGC death takes a few weeks and only a small number of cells are susceptible. Since the number of surviving RGCs did not significantly decrease until 3 days after ONC in mice [10], we were able to examine retinas on the second day after ONC and investigate the transcriptome profile of axonal injury-induced changes before the onset of RGC death. ONC was thus the most appropriate model of glaucoma for our study.

To our knowledge, this is the first report to use RNA-seq analysis to investigate the retinal transcriptome profile early after axonal injury. Although several researchers have conducted microarray analyses of axonal injury [16], [50], the molecular mechanisms remain unclear. In contrast to RNA-seq, expression microarrays have a number of limitations (e.g., reliance on existing knowledge about the genome sequence, background noise and lower dynamic range). We therefore performed RNA-seq to generate a global view of the transcriptome after axonal injury.

Microarray analysis of rodent RGCs isolated with fluorescence-assisted cell sorting (FACS) has already been reported, and clarified the mechanism of axon regeneration after optic nerve axotomy [16]. Our RNA-seq analysis, by contrast, included cells from the entire retina. Since retinal glial cells are also affected by axonal damage after ONC [51], we therefore hypothesized that RNA-seq analysis of the entire retina would yield information that had not been revealed by previous microarray analyses of FACS-purified RGCs.

In axonal injury, RGCs decrease due to retrograde axonal degeneration [10]. Several RGC marker genes are known to be downregulated in response to axonal injury [30], [52]. In the current study, *Pou4f1* (also known as Brn3a) and *Pou4f2* (also known as Brn3b) were downregulated 2 days after ONC (Table 2). 

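Exon reads on Pou4f1, on chromosome 14 of GRCm38 from 104462320 to 104467999, numbered 651, 560 and 617 in sham replicates 1, 2 and 3 and 437, 436 and 389 in ONC replicates 1, 2 and 3, for an RPKM of 6.74 ± 0.657 (SD, n = 3) in sham and 4.37 ± 0.366 (SD, n = 3) in ONC. Those on Pou4f2, on chromosome 8 from 78433009 to 78436652, numbered 196, 296 and 258 in sham and 106, 135 and 90 in ONC, for an RPKM of 3.26 ± 0.597 (SD, n = 3) and 1.36 ± 0.308 (SD, n = 3). When each sample was left out in turn, the log2 fold change stayed between -0.83 and -0.69 for Pou4f1 and between -1.56 and -1.26 for Pou4f2, and both remained DEGs.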

Brn3 is a transcriptional factor expressed in the retina [53]. Furthermore, Brn3a is known to be a useful RGC marker, which can be used to identify and quantify RGCs both in controls and injured retinas [30]. In our study, *Thy1*, another well-known RGC marker [54], did not decrease significantly (Table 2). The loss of Brn3a-positive RGCs was detected earlier than the loss of Fluorogold-labeled RGCs [30]. *Brn3a* may therefore be a useful marker for evaluating RGC dysfunction in the early stages after ONC.

Axotomized RGCs are known to show many similar changes in gene expression during axon regeneration [55]. We found that *Sprr1a* and *Gap43*, genes that are related to axon regeneration, were significantly upregulated in the retina after axonal injury (Table 2). These results support previous findings obtained from a microarray analysis of FACS-purified RGCs taken from retinas subjected to axonal injury [16].

ER stress is thought to play an important role in the pathogenesis of several neurological disorders [56]. ER stress activates three unfolded protein pathways (UPRs) including RNA-dependent protein kinase (PKR)-like ER kinase (PERK), inositol-requiring kinase 1 (IRE1) and ATF6. Prolonged ER stress can also induce apoptosis [35]. In the current study, the ER stress-related genes *Atf3*, *Atf4*, *Atf5*, *Chac1*, *Ddit3* (also known as C/EBP homologous protein (CHOP)), *Egr1* and *Trib3* were significantly upregulated 2 days after ONC (Table 2). Furthermore, IPA predicted that ATF4 was the most significant upstream regulator (Table 5). Under ER stress conditions, ATF4 is induced by eukaryotic inactivation factor 2α, downstream of the PERK pathway [57]. This suggests that ATF4 is the key upstream transcription factor induced by ER stress in the early stages of axonal injury.

IPA also predicted that CHOP was a significant upstream regulator (Table 5). 

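The 4 genes that Table 5 gives as DDIT3 targets rose by log2 fold changes from 0.59 to 2.30, and all 4 were DEGs by edgeR, with and without the replicate block. They were drawn from the paper's DEGs, so their direction was fixed by that choice. Ddit3, which encodes CHOP, lies on chromosome 10 of GRCm38 from 127290793 to 127296288. It had an RPKM of 81.0 ± 8.75 (SD, n = 3) in ONC and 37.6 ± 4.20 (SD, n = 3) in sham, a log2 fold change of 0.98 (standard error 0.09, adjusted p = 1.08e-06 from edgeR's quasi-likelihood test). The value was between 0.89 and 1.11 in all 23 alternatives.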

CHOP is transactivated by ATF4, leading to ER stress-induced apoptosis [58]. Deletion of CHOP has been found to promote RGC survival [59]. According to IPA, ATF4 was an upstream regulator of CHOP (Table 5). This suggests that the ATF4-CHOP pathway plays an important role in axonal damage-induced RGC death. 

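Jun, on chromosome 4 of GRCm38 from 95049036 to 95052222, had an RPKM of 18.4 ± 0.516 (SD, n = 3) in ONC and 9.21 ± 0.931 (SD, n = 3) in sham. Its exon reads numbered between 1451 and 1572 per ONC sample and between 660 and 751 per sham sample. The log2 fold change was 0.88 (standard error 0.08, adjusted p = 8.12e-07 from edgeR's quasi-likelihood test), and it was a DEG in each of the 23 alternatives, with values from 0.84 to 1.01.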

We also found that *Jun* was significantly upregulated (Table 4). JUN is known to be activated by the IRE1-JNK pathway under ER stress conditions [60], and can induce apoptosis [26]. Furthermore, we found that ER stress related-genes such as *Trib3* and *Chac1* were significantly upregulated after ONC (Table 2). 

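Chac1, on chromosome 2 of GRCm38 from 119351242 to 119354326, had an RPKM of 8.39 ± 0.475 (SD, n = 3) in ONC and 1.27 ± 0.102 (SD, n = 3) in sham, a log2 fold change of 2.60 (standard error 0.17, adjusted p = 1.67e-08 from edgeR's quasi-likelihood test). It stayed between 2.54 and 2.64 when each sample was left out in turn. Trib3, on the same chromosome from 152337425 to 152344060, had an RPKM of 4.68 ± 0.529 (SD, n = 3) in ONC and 1.62 ± 0.630 (SD, n = 3) in sham, a log2 fold change of 1.40 (standard error 0.24, adjusted p = 0.00122, edgeR; 0.00034 with the replicate block). Its sham samples were uneven, with 80, 47 and 111 exon reads, and the value was between 1.11 and 1.74 with single samples left out.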

TRIB3 has been reported to be involved in ER stress-induced apoptosis in 293 and Hela cells [35]. CHAC1 is involved in glutathione depletion and ROS generation [61] and is a proapoptotic component of the UPR, downstream of the ATF4-ATF3-CHOP cascade in primary human aortic endothelial cell lines [62]. To our knowledge, the role of TRIB3 and CHAC1 has not yet been investigated in the retina. The multiple ER stress-related pathways discussed above were activated concurrently in the retina after ONC. Therefore, a network-based approach [63], considering multiple pathways and molecules leading to cell death, is likely the best approach to treatment aimed at RGC protection after axonal injury, resembling the approach to photoreceptor protection that targets two cell death pathways [64].

Additionally, oxidative stress has been implicated in many neurodegenerative diseases [65], [66]. In the current study, we found that the antioxidative response-related genes *Hmox1* and *Srxn1* were significantly upregulated 2 days after ONC (Table S3). 

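Hmox1, on chromosome 8 of GRCm38 from 75093618 to 75100593, had an RPKM of 5.51 ± 0.0733 (SD, n = 3) in ONC and 1.50 ± 0.364 (SD, n = 3) in sham, a log2 fold change of 1.75 (standard error 0.21, adjusted p = 2.94e-05 from edgeR's quasi-likelihood test). Srxn1, on chromosome 2 from 152105524 to 152111376, had an RPKM of 50.1 ± 3.85 (SD, n = 3) in ONC and 22.5 ± 1.44 (SD, n = 3) in sham, a log2 fold change of 1.03 (standard error 0.07, adjusted p = 1.67e-08, edgeR). With the replicate block the adjusted p was 1.76e-05 for Hmox1 and 9.83e-09 for Srxn1 (edgeR). Both were DEGs in each of the 23 alternatives.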

IPA indicated that NFE2L2 was one of the upstream regulators activated after ONC, and that the increased expression of *Hmox1* and *Srxn1* was a downstream effect of NFE2L2 activation (Table 5 and Figure 3). 

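All 8 genes that Table 5 gives as NFE2L2 targets rose, by a median log2 fold change of 0.92 and a range from 0.46 for Fxyd1 to 1.77 for Adcyap1, and 7 of them were DEGs by edgeR, with and without the replicate block. They are genes of the paper's DEG list. The paper's claim is about activation of NFE2L2, which a transcript level does not measure. The transcript of Nfe2l2 itself did not rise. Its RPKM was 9.80 ± 1.73 (SD, n = 3) in ONC and 10.0 ± 0.910 (SD, n = 3) in sham, a log2 fold change of -0.16 (standard error 0.11, adjusted p = 0.513 from edgeR's quasi-likelihood test).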

NFE2L2, also known as Nrf2 (NF-E2 related factor 2), is a potent transcriptional activator and plays a central role in inducing the expression of many cytoprotective genes such as *Hmox1* and *Srxn1* [67], [68]. Its translocation into the nucleus has been observed at an early stage after ONC [9]. This study also revealed that *Cdkn1a* (also known as p21) was significantly upregulated, and indicated that it interacts with Nrf2 (Figure 3). 

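Cdkn1a, on chromosome 17 of GRCm38 from 29090986 to 29100722, had an RPKM of 5.69 ± 0.754 (SD, n = 3) in ONC and 1.41 ± 0.209 (SD, n = 3) in sham, a log2 fold change of 1.89 (standard error 0.18, adjusted p = 1.47e-06 from edgeR's quasi-likelihood test; 1.60e-06 with the replicate block). It was a DEG in each of the 23 alternatives, with log2 fold changes from 1.47 to 2.01.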

Cytoplasmic p21 has been reported to enhance axonal regeneration and functional recovery after spinal injury in rats [69]. Furthermore, it has been reported that transcriptional activation of cytoprotective genes by Nrf2 is potentiated in the presence of p21 through facilitated stabilization of Nrf2 [70]. In summary, the results of our study indicate that the Nrf2-related pathway is activated in response to axonal injury, which may be involved in a part of the defense mechanism suppressing RGC death and promoting axonal regeneration in the early stages of axonal injury. Enhancement of the antioxidant response, along with the inhibition of ER stress-related pathways (e.g., ATF-CHOP), may have a synergistic protective effect against RGC death after axonal injury.

The immune response has been reported to be involved in central nervous system (CNS) injury [55]. 

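C1qa, C1qb and C1qc lie side by side on chromosome 4 of GRCm38, between 136880145 and 136898844. C1qb had an RPKM of 9.09 ± 0.848 (SD, n = 3) in ONC and 4.74 ± 0.529 (SD, n = 3) in sham, a log2 fold change of 0.81 (standard error 0.17, adjusted p = 0.00633 from edgeR's quasi-likelihood test; 0.0106 with the replicate block), and it was a DEG in each of the 23 alternatives. C1qa had an RPKM of 7.50 ± 0.621 (SD, n = 3) in ONC and 4.56 ± 0.830 (SD, n = 3) in sham. Its log2 fold change of 0.59 (standard error 0.19, adjusted p = 0.0931, edgeR) passed both thresholds, but it did so in only 10 of 23 alternatives, and the adjusted p was 0.108 with the replicate block. C1qc, at 6.72 ± 0.418 (SD, n = 3) in ONC and 4.16 ± 0.637 (SD, n = 3) in sham, had a log2 fold change of 0.57 (standard error 0.18, adjusted p = 0.0931, edgeR), below the fold change threshold. It passed both thresholds in 8 of 23 alternatives, and with the replicate block its adjusted p was 0.135. All 3 genes rose in every alternative, and their exon reads numbered between 94 and 266 per sample.

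**Figure D7:**
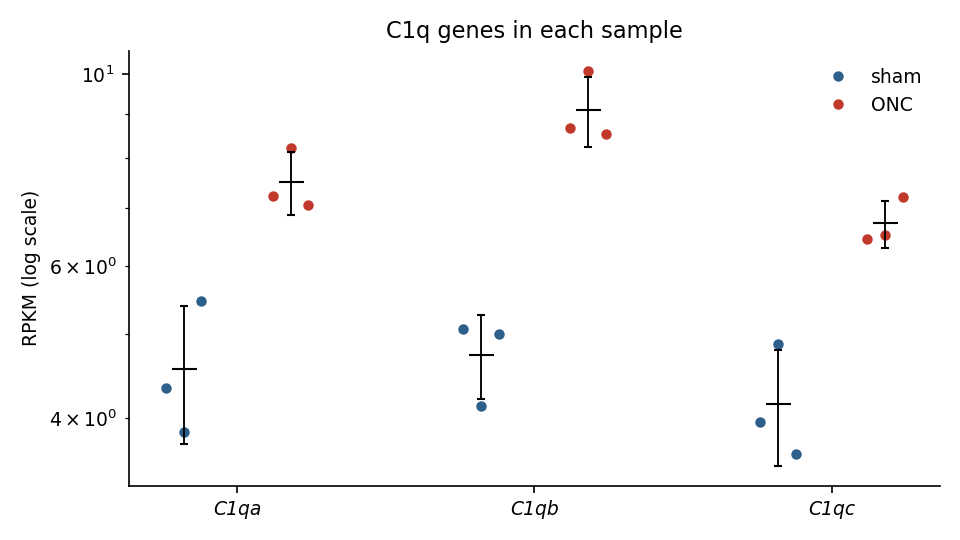
RPKM on a log scale (vertical axis) of C1qa, C1qb and C1qc in each of the 3 sham samples (blue) and 3 ONC samples (red), with the mean and SD of each group in black. The ONC values lie above the sham values in all 3 genes, with means of 9.09 against 4.74 for C1qb.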

Our study found that *C1qa*, *C1qb* and *C1qc*, components of C1q belonging to the classical complement pathway, were significantly upregulated (Table S3). Furthermore, *C1qa* was included in the “Cell Death and Survival” pathway according to IPA (Table S4). C1q has been reported to be implicated in the pathogenesis of neurodegenerative diseases such as Alzheimer’s disease [71]. A previous study used a microarray analysis to demonstrate that the complement pathway is upregulated in the retina 2 days after ONC [72], an observation that was repeated in our study. The immune system might also play an important role in the pathogenesis of axonal injury.

## Conclusion

We used RNA-seq technology to investigate the entire retinal transcriptome profile in the early stages of post-axonal injury. A pathway analysis of DEGs indicated that cell death and the survival response were induced at an early stage after ONC. ER stress was the main response in axonal injury, inducing many other pathways (i.e., RGC marker down regulation, the antioxidative response, the immune response, and axon regeneration). Our transcriptomic approach to this investigation, which relied on RNA-seq, was a powerful and effective method, and allowed us to obtain a global view of gene expression changes in the retina after axonal injury. We believe that our study has provided new insights into the molecular mechanisms underlying axonal damage, and may help in research aimed at the discovery of new biomarkers and therapeutic targets for a variety of ocular diseases.

## Materials and Methods

### Animals

C57BL/6 mice (male, 12-week-old; SLC, Hamamatsu, Japan) were used in this study. The surgical procedures were performed under deep anesthesia with intramuscular administration of a mixture of ketamine (100 mg/kg) and xylazine (9 mg/kg). All animals were maintained and handled in accordance with the guidelines of the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research and the guidelines from the declaration of Helsinki and the Guiding Principles in the Care and Use of Animals. All experimental procedures described in the present study were approved by the Ethics Committee for Animal Experiments at Tohoku University Graduate School of Medicine, and were performed according to the National Institutes of Health guidelines for the care and use of laboratory animals.

### Induction of axonal injury in mice

ONC was used to induce axonal injury as previously described [10]. Briefly, the optic nerve was exposed, crushed 2 mm posterior to the globe with fine forceps for 10 seconds, and released. A fundus examination was used to confirm the appearance of normal blood circulation, and antibiotic ointment was applied. The operation was similar in the sham group, but after exposure, the optic nerve was not crushed.

### RNA extraction

Two days after surgery, the retinas of the mice were extracted and immediately immersed in an RNA stabilization reagent (RNase later sample and assay technology; Qiagen, Valencia, CA). The retinas were then homogenized in Qiazol (Qiagen) with a pestle homogenizer, and total RNA was extracted from the homogenized mixture with a miRNeasy mini kit (Qiagen). The resulting 48 individual samples (24 from the ONC group and 24 from the control group) were then assessed with a spectrophotometer to determine their total RNA concentration (NanoDrop 2000c, Thermo Scientific).

### RNA sequencing

Thirty-six samples of purified RNA (18 from the ONC and 18 from the control group) were used for this analysis. In each group, fixed quantities of RNA were taken from six samples and combined into a single sample, in order to minimize the influence of individual variations in the mice. This process yielded three combined samples from both the ONC and control groups. The quality of these six combined RNA samples was then assessed with an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA). 

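By the paper's values in Table S1, the RIN was 7.9, 8.2 and 8.1 for sham replicates 1, 2 and 3 and 7.8, 8.0 and 8.1 for ONC replicates 1, 2 and 3, so the groups overlapped. Sham replicate 3, which had the most intron reads in the deposited counts, 7131984, did not have the lowest RIN.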

The triplicated ONC and control samples used for the RNA-seq analysis had RNA integrity numbers (RIN) ranging from 7.8 to 8.2 (Table S1). The cDNA library of each sample was prepared with Illumina Tru-Seq RNA Sample Prep Kits (Illumina, San Diego, CA) for 100 bp paired-end reads, according to the manufacturer’s instructions. Each of the six cDNA libraries was indexed for multiplexing. These six indexed libraries were sequenced on one lane of the Illumina Hiseq2000 device.

Data were recorded in the FASTQ format and then imported to CLC Genomics Workbench (version 6.0.1) (CLC Bio, Aarhus, Denmark) for analysis [18], [19]. 

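The start positions of genes in the deposited files were compared, by gene symbol, with annotations of 2 genome builds. Of 29905 genes found in the RefSeq annotation of GRCm38, 91.3% started within 1 kb of the position in the files. Of 26177 genes found in a GENCODE annotation of NCBIM37 (mm9), 4.59% did, and 77.1% started more than 100 kb away. The positions given here are those of the files and refer to GRCm38.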

All sequence reads were mapped to the reference genome (NCBI37/mm9) with the RNA-seq mapping algorithm included in CLC Genomics Workbench. The maximum number of mismatches allowed for the mapping was set at 2. To estimate gene expression levels, we calculated RPKM with CLC Genomics Workbench, as defined by Mortazavi et al. [20], and then analyzed differentially expressed genes (DEGs) in the control and ONC samples. All sequence data have been deposited in the Gene Expression Omnibus under the accession number GSE55228.

### Quantitative RT-PCR

Twelve samples of purified RNA (6 from the ONC and 6 from the control group) were used for quantitative RT-PCR. Total RNA (200 ng per sample) from the samples was first reverse-transcribed into cDNA using SuperScript III (Invitrogen Life Technologies, Carlsbad, CA). Quantitative RT-PCR was then performed with a 7500 Fast Real-Time PCR System (Applied Biosystems, Foster City, CA) as previously described, with minor modifications [73]. For each 20 μl reaction the following were used: 10 μl TaqMan Fast Universal PCR Master Mix (Applied Biosystems, Foster City, CA), 1 μl Taqman probe, 1 μl template DNA, and 8 μl DEPC water. Each sample was run in duplicate in each assay. For a relative comparison of gene expression, we analyzed the results of the real-time PCR data with the comparative Ct method (2^− ΔΔCT^), normalized to *Gapdh*, an endogenous control. All Taqman probes used for these reactions are listed in Table S5.

### Pathway analysis

Pathway and global functional analyses were performed with IPA software [36], [74], [75]. The DEG datasets were uploaded to the IPA application and mapped to IPKB. Each gene identifier was then mapped to its corresponding IPKB. Networks of these genes were generated based on their connectivity. The significance of the association between the datasets and biofunctions were measured using a ratio of number of genes from the dataset that map to the pathway divided by the total number of genes in that pathway. An upstream regulator analysis was performed to compare DEGs in the datasets to those known to be regulated by a given upstream regulator. Based on the concordance between them, an activation score was assigned, showing whether a potential transcriptional regulator was in an “activated” (z score ≥ 2), “inhibited” (z score ≤ −2), or uncertain state.

### Statistical analysis

RNA-seq data were analyzed and RPKM was calculated with CLC Genomics Workbench [76]. A threshold RPKM value of 0.3 has been reported to balance the numbers of false positives and false negatives [21], [77]. We therefore excluded genes that did not have RPKM > 0.3 in at least one group. This yielded 13160 genes, which we then used in the differential expression analysis. *P*-values were calculated with the Student’s t-test and were adjusted for multiplicity with the Bioconductor package qvalue [78], [79]. This software allows for selecting statistically significant genes while controlling the estimated false discovery rate (FDR). FDR < 0.1 with |FC| > 1.5 was considered statistically significant in the RNA-seq analysis. RT-PCR data were analyzed with the Welch’s t-test. Statistical analysis of the RNA-seq and RT-PCR data was performed with R software (version 3.0.1) [22]. The significance of the pathway analysis was calculated with Fisher’s exact test in the IPA application. If the *P*-values for RT-PCR and IPA were less than 0.05, the result was considered statistically significant.

## Supporting Information

Table S1 RNA integrity numbers and summary of sequence statistics.
(XLSX) Click here for additional data file.

Table S2 Detailed mapping statistics.
(XLSX) Click here for additional data file.

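Table S3 lists genes with a fold change and an FDR. The fold change is the ratio of the group mean RPKM, written as a negative number for a fall, and the FDR is a q-value from the paper's per-gene test on RPKM. Recomputed from the deposited RPKM values, the fold changes of all 177 genes differed from the listed ones by at most 3.6e-05. With the 13160 genes whose mean RPKM is above 0.3 in both groups, a filter chosen after seeing the values, the paper's test gave 177 genes, the same ones as in the table, and the recomputed FDR differed from the listed one by at most 5e-08. With the 13670 genes above 0.3 in at least one group it gave 226 genes, 49 of them not in the table, and 40 of these 49 have a mean RPKM of 0.3 or less in 1 group.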

Table S3 List of DEGs after ONC.
(XLSX) Click here for additional data file.

Table S4 List of DEGs belonging to cell death and survival after ONC.
(XLSX) Click here for additional data file.

Table S5 List of Taqman probes used in this study.
(DOCX) Click here for additional data file.

# Supplementary material for: RNA Sequence Reveals Mouse Retinal Transcriptome Changes Early after Axonal Injury
**Source:** PLoS One. 2014 Mar 27;9(3):e93258. doi: 10.1371/journal.pone.0093258
**Supplement:** Table S5 — List of Taqman probes used in this study.

**Table S5. List of Taqman probes used in this study.**

| Gene symbol | Gene Accession |
| --- | --- |
| *Sprr1a* | Mm01962902_s1 |
| *Mmp12* | Mm00500554_m1 |
| *Sox11* | Mm01281943_s1 |
| *Atf3* | Mm00476032_m1 |
| *Tnfrsf12a* | Mm01302476_g1 |
| *Hmox1* | Mm00516007_m1 |
| *Plat* | Mm00476931_m19 |
| *Egr1* | Mm00656724_m1 |
| *Atf5* | Mm04179654_m1 |
| *Ddit3* | Mm01135937_g1 |
| *Jun* | Mm00495062_s1 |
| *Pou4f2* | Mm00454754_s1 |
| *Nefh* | Mm01191456_m1 |
| *Pou4f1* | Mm02343791_m1 |
| *Gapdh* | Mm999999115_g1 |

How the deposited data were processed for this re-analysis (not part of the article)

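RNA-seq of whole mouse retinas, 2 days after ONC or sham surgery at 12 weeks of age, was analysed from 3 ONC and 3 sham samples, each a pool of 6 retinas. The condition and the replicate number of each sample were taken from the sample labels, in which the crushed samples are called NC, as in a table note of the paper. The authors mapped the reads with CLC Genomics Workbench and deposited, for each sample, the counts of reads per gene on exons and on whole genes, as all reads and as unique reads, without normalization and with an intact read pair counted as 1 and broken pairs left out. The authors also deposited RPKM values, which are the total exon reads per kilobase of exon divided by all reads mapped to genes, those on introns included, and the exon length, number of exons and position of each gene. Summed over genes, the counts equal the totals of Table S2 in all samples, and the group mean RPKM columns of the files differ from the means of the single samples by at most 0.00069. The sequence reads themselves were not analysed here, so mapping and counting are as the authors did them.

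Exon reads per sample ranged from 17343945 to 20358008, and 15517 to 16298 genes per sample had at least 1 exon read. Genes with fewer than 10 exon reads in a sample are known only within wide limits. Positions are given as in the files. They match GRCm38, by comparison with the RefSeq annotation, while the paper names mm9.

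Genes with a mean RPKM above 0.3 in at least one group were kept (13670 genes). Total exon reads were compared between ONC and sham with edgeR 4.0.16 (TMM normalization, glmQLFit and glmQLFTest) in R 4.3.3, with condition as the only term and Benjamini-Hochberg adjustment over all kept genes. DEGs had an adjusted p under 0.1 and a fold change above 1.5 in either direction, the thresholds of the paper. The standard error of a log2 fold change was taken as its size divided by the square root of the quasi-likelihood F statistic. Gene sets were tested with camera from limma 3.58.1 on log2 TMM-normalized counts with an inter-gene correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over 9 sets. Group values of single measures were compared by exact permutation tests, which cannot go below p = 0.1 with 3 samples against 3. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

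The samples, the thresholds, the 9 gene sets, the comparisons, the alternatives and the rule for naming genes were set before the data were examined. The genes named are all those in Tables 1, 2 and 4 of the paper and Srxn1, C1qa, C1qb, C1qc, Cdkn1a, Jund and Gadd45a from its text. To these were added the 3 largest rises and the 3 largest falls among DEGs outside Table S3 whose 3 ONC values all lay on one side of the 3 sham values and whose mean RPKM was above 1 in at least one group. The transcripts of the upstream regulators were added to these, and Esp38 is named as a property of the files only.

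The alternatives were DESeq2 size factors within edgeR, the scaling of RPKM, the sum of exon reads without TMM, the DESeq2 1.42.0 Wald test, limma on log2 RPKM with pseudocounts of 0.1, 1 and 0.01, the paper's per-gene test on RPKM with q-values, the same test on RPKM rescaled by TMM factors, no filter on RPKM (17655 genes), a mean RPKM above 1 (11976 genes), edgeR's filterByExpr (14060 genes), unique exon reads, total gene reads, the replicate number as a block, a correction for gene length by a smooth trend per sample (lowess span 0.4) with and without the block, and leaving out each sample in turn. For the DEG counts, an FDR under 0.05, no fold change threshold and edgeR's glmTreat were also tried, for the gene sets an inter-gene correlation of 0.05, the scaling of RPKM and the replicate block, for the expressed genes an RPKM above 0.3 in at least one sample, for the sample correlations Spearman's rho and TMM-normalized counts, and for the RT-PCR comparison the ratio of mean RPKM and the genes without the 2 of largest change. Chosen after the data were seen were the filter on both groups, RPKM with Esp38 left out of the divisor, RPKM per total of exon reads, and the fits without 1 sample for the gene sets, the sample correlations and the RT-PCR comparison. Replicate numbers shared by ONC and sham samples come from the labels alone, and the paper does not describe the samples as paired.

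A first edgeR fit of the files had been looked at when the procedures were tested on simulated data. Of 200 genes changed among 13670, edgeR's test called 188, with 1 unchanged gene called, and the paper's test on RPKM called 31. The simulated counts followed the count model that edgeR assumes, with the same dispersion for every gene. All changed genes rose or fell by the same factor. The real pools were less even, so these rates favor edgeR and do not carry over to the real samples. With 10% more reads in the RPKM divisor of the simulated sham samples, the paper's test called 125 of the changed genes and 6 unchanged ones, 82 up and 49 down. The IPA enrichments, networks and regulator scores were not analysed here, because the knowledge base they rest on was not used. RT-PCR values are the paper's. The results of 1 of the 9 gene sets and of the related regulator are not reported here.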

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

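The tests for RNA of skeletal muscle and of lens, and the gene-length tests for the 3 rising gene sets, were chosen only after the results were seen, as were the exact permutation tests on sample means of marker genes. The other tests were set after the fits had been run and before their own outcomes were seen. By then the numbers of DEGs from edgeR, their overlap with Table S3 and the top genes of a first fit had been seen. The exon shares without Esp38 and the result on simulated data had been seen as well.

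Among genes the paper does not list in Table S3, 117 were DEGs by edgeR's test, 44 higher in ONC and 73 lower, and in 109 of them the 3 ONC samples lay on one side of the 3 sham samples. In 31 of the 117 the mean RPKM was 0.3 or less in 1 group. Of the 4 splits of the samples that part all 3 same-numbered pairs, only 1, the real one, gave as many DEGs as the 227 found in all, and the same held for the upregulated DEGs (1 of 4) and the downregulated DEGs (1 of 4). The other 3 gave at most 1 DEG, and so did the 6 splits that part 1 pair. With so few splits this test alone cannot exclude a grouping by chance. All 14 genes tested by RT-PCR in other retinas changed in the same direction, which argues against chance for those genes. They are all in Table S3, so this does not extend to the 117. After the length correction 85.5% of the 117 stayed DEGs, and 77.8% when the block was added to it. The length correction was not without effect, since it took the DEGs from 227 to 212 in all. The trend with length that was taken out thus does not account for most of the 117. Other effects of length were not tested. Reads shared between gene copies do not account for most of them, since 89.7% stayed DEGs on unique reads. The exon share of reads as a technical axis was not seen across genes, where the difference between sham replicates 3 and 2 had a Pearson's r of 0.015 with the ONC change taken against sham replicate 1.

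Whether the 117 genes were called varied with the test and with single samples. Of them, 47.0%, 27.4% and 45.3% stayed DEGs with limma on log2 RPKM at pseudocounts of 0.1, 1 and 0.01, 20.5% with the paper's test and 13.7% with that test on TMM-rescaled RPKM. Of the DEGs in Table S3, 65.5% to 100% stayed with these 5 settings. Table S3 is the list that the paper's test gave, so for that test and the others on RPKM the contrast between genes inside and outside the table follows in large part from how the lists were made. Without sham replicate 3, which has the lowest exon share, 40.2% of the 117 stayed DEGs, as a low-quality library would give. This test was not specific to that sample, because 40.2% stayed without sham replicate 2 and 41.9% without ONC replicate 2. Over the 6 fits that each left out 1 sample, 40.2% to 89.7% stayed, against 86.4% to 96.4% of the DEGs that are in Table S3. A part of the 117 may therefore rest on few samples. RNA from other tissues is another candidate explanation for a part of them. The sets of marker genes of all 4 tissues tested moved between the groups, by limma's camera test without adjustment. Lens genes rose by a median log2 fold change of 1.02 over 13 genes (camera p = 4.07e-05, exact permutation p of the sample means 0.3) and skeletal muscle genes by 0.36 over 8 genes (camera p = 0.0339, exact permutation p 0.1). Red blood cell genes had a median of -0.92 over 4 genes (camera p = 0.000822, exact permutation p 0.1) and retinal pigment epithelium genes of -0.21 over 13 genes (camera p = 0.0295, exact permutation p 0.2). These p-values are optimistic where the genes of a tissue rise and fall together with the amount of that tissue. The mean log2 expression of lens genes was 2.13, -0.29 and 0.33 in sham replicates 1, 2 and 3 and 2.10, 2.06 and 2.22 in ONC, so sham replicate 1 had as much as the ONC samples. Of the 117 genes, 2 are in the lens set, 2 in the red blood cell set and 0 in the others, in which 0 genes were DEGs. The sets are short lists and do not hold every gene of a tissue. Tnnc2, a skeletal muscle troponin gene, and Beta-s, a hemoglobin gene, are among the 117 and in none of these sets. Their log2 fold changes were 3.52 and -1.13. At an unadjusted level of 0.05 the edgeR test picked 1 skeletal muscle genes and 4 retinal pigment epithelium genes. The amount of tissue taken at dissection and a response to ONC cannot be told apart here.

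The rule for naming genes gave Cox6a2, AA467197 and Gal as rises outside Table S3. Cox6a2 had a log2 fold change of 3.63 (adjusted p = 0.0294 from edgeR, 0.0499 with the replicate block) on 0 to 27 exon reads per sample, AA467197 of 3.01 (adjusted p = 0.0399 from edgeR, 0.0606 with the block) on 0 to 25 reads and Gal of 2.91 (adjusted p = 0.000221 from edgeR, 9.32e-05 with the block) on 8 to 130 reads. Gal stayed a DEG in all 6 fits without 1 sample, Cox6a2 in 4 and AA467197 in 3. In these 6 fits the log2 fold change of Cox6a2 ranged from 3.06 to 7.31, the latter without sham replicate 3. The range was 2.45 to 3.96 for AA467197 and 2.58 to 3.21 for Gal. The falls were Gm13826 at -3.37 (adjusted p = 0.0108), Scn4b at -3.20 (adjusted p = 4.55e-07) and Arl9 at -2.83 (adjusted p = 0.0862, all from edgeR). With the replicate block the adjusted p from edgeR was 0.0191, 2.35e-07 and 0.140, so Arl9 was no longer a DEG. Without 1 sample Gm13826 stayed a DEG in 5 of 6 fits, Scn4b in 6 and Arl9 in 1, and over all alternatives Arl9 was a DEG in 9 of 22. In Gm13826 14.4% and in Arl9 13.2% of the exon reads were uniquely mapped, and neither was a DEG on unique reads, so for both, reads shared between gene copies remain an explanation. For Arl9 the direction reversed, to 0.47, when all gene reads were counted. Scn4b, with 129 to 167 exon reads per sham sample and 16 to 25 per ONC sample, was a DEG in all 23 alternatives. In all 6 genes every ONC sample lay on one side of every sham sample, as the rule required. Cox6a2 encodes a muscle form of a respiratory chain subunit, so RNA of skeletal muscle is a candidate explanation for its rise. The muscle marker genes rose by a median of only 0.36, however, far less than the 3.63 of Cox6a2. Against this, the muscle gene Tnnc2, which is not in that set, rose by 3.52 (adjusted p = 0.0931 from edgeR). Its mean RPKM in ONC was only 0.589. With so few reads on Cox6a2, these values cannot decide the question.

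Of 9 gene sets made up of genes outside the paper's lists or independent of them, 4 passed an adjusted p under 0.05. The ATF4 target genes outside Table S3 rose by a median log2 fold change of 0.29 (adjusted p = 1.39e-08 from limma's camera test, 9.22e-09 with the replicate block, 21 of 22 genes higher). The microglia and macrophage genes rose by 0.45 (adjusted p = 0.00067, 0.000166 with the block, 17 of 18 genes) and the Muller glia and astrocyte genes by 0.19 (adjusted p = 0.00573, 0.00362 with the block, 17 of 18 genes). The retinal ganglion cell genes outside Table S3 had a median of -0.30 (adjusted p = 1.65e-05, 7.88e-05 with the block, 15 of 18 genes lower). In each set the mean of every ONC sample lay on the same side of every sham sample. For the Muller glia set this was narrow, at 0.069 in ONC replicate 1 and 0.053 in sham replicate 1. Its means in ONC replicates 2 and 3 were 0.31 and 0.306, and 0 of its genes were DEGs. After correction for gene length the medians were 0.28, 0.42, 0.19 and -0.29, close to those without it, so the trend with length that was taken out had little part in them. Other effects of length were not tested. Rod and cone genes had a median of 0.01, with every ONC mean slightly above every sham mean. Because TMM sets the typical gene near 0, this does not exclude a larger share of photoreceptor RNA as a part of the fall of the ganglion cell genes. Only 1 of the 4 splits that part all 3 pairs, the real one, gave 4 sets past the threshold, while the other 3 gave up to 2 and the 6 splits that part 1 pair gave up to 3. All splits other than the real one mix ONC and sham samples on both sides and keep a part of the ONC difference, so they do not show how many sets pass by chance. With 4 splits a share below 1 of 4 is not possible, so this test was not able to exclude a chance split. Genes of a set are correlated, which makes camera's p-values optimistic. Under the scaling of RPKM each median rises with that of all genes, and the camera test is relative to the other genes. The ATF4, microglia and ganglion cell sets kept their side of the threshold there and the Muller set did not (adjusted p = 0.0773). The rises of the ATF4 targets and of the glial genes and the fall of the ganglion cell genes may be responses to ONC, which is a hypothesis to be tested on other samples.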

How the results depend on the processing

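Under 23 alternatives the 47 named genes gave 1078 values, of which 992 kept their direction and their side of the thresholds. In 29 genes all did. Of the other values, 46 in 12 genes lost the thresholds, 30 in 5 genes gained them (Gap43, Atf4, C1qc, Opn3 and Gm7244) and 10 reversed. The reversals were Pou4f3 at 0.05 with the scaling of RPKM and with the paper's test, 0.06, 0.03 and 0.07 with limma at pseudocounts of 0.1, 1 and 0.01, and in 4 of the 6 fits without 1 sample, which ranged from -0.47 to 0.19, and Arl9 at 0.47 with total gene reads, where the range without 1 sample was -3.05 to -2.41. The cause was not tested. Of the 12 genes that lost the thresholds, all did so with the paper's test on TMM-rescaled RPKM.

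The main test gave 227 DEGs, 113 up and 114 down. Across the 6 fits that each left out one replicate, there were 154 to 358 DEGs, 71 to 180 up and 78 to 178 down. With the scaling of RPKM in edgeR there were 350, 263 of them up. Total gene reads gave 349, with 236 down. The paper's test on TMM-rescaled RPKM gave 93, 53 up and 40 down. On the RPKM values as they are, limma gave 217 up and 65 down at a pseudocount of 0.1, 39 down at 1, and 213 up and 64 down at 0.01, and the paper's test gave 57 down. With no fold change threshold 833 genes passed, 325 up and 508 down, and with glmTreat 51, 32 up and 19 down. Of the settings chosen after the data were seen, the paper's test gave 45 down with the filter on both groups, 50 down with Esp38 left out of the divisor, and 99 DEGs, 59 up and 40 down, per total of exon reads. All other DEG counts lay within 1.5 times those of the main test. For these changes the cause was not tested, apart from the scaling.

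The median log2 fold change of all genes, 0.01 in the main test, was counted as moved when it changed by more than 0.00384, the SD between samples. It was 0.131 with the scaling of RPKM and with the paper's test, and 0.129, 0.108 and 0.132 with limma at pseudocounts of 0.1, 1 and 0.01. It was 0.035 with the sum of exon reads, chosen as scaling in edgeR or, after the data were seen, in RPKM, and 0.105 with Esp38 left out of the divisor, so most of the difference between RPKM and TMM comes with the intron reads. It was 0.005 with DESeq2 size factors, the DESeq2 Wald test and a mean RPKM above 1, 0.004 with filterByExpr and unique reads, and 0.006 and 0.005 with the length correction without and with the replicate block. Without 1 replicate it ranged from 0 to 0.012.

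The ATF4, microglia and ganglion cell gene sets kept their direction and side of the threshold in every alternative, and the Muller glia set in all but the scaling of RPKM, at 0.31 (adjusted p = 0.0773 from limma's camera). Without 1 replicate the median ranged from 0.27 to 0.33 for the ATF4 set and from 0.28 to 0.52 for the microglia set. It ranged from 0.16 to 0.30 for the Muller glia set and from -0.33 to -0.25 for the ganglion cell set. Sets not past the threshold stayed so. Of these, the complement genes changed from -0.04 to 0.09 with the scaling of RPKM and ranged from -0.09 to 0.20 without 1 replicate. The ER chaperone genes changed from -0.02 to 0.11 with the scaling of RPKM, below the median of all genes, and ranged from -0.04 to 0.05. The photoreceptor genes ranged from -0.01 to 0.04, and with the scaling of RPKM were at 0.13, close to the threshold (adjusted p = 0.0556 from limma's camera, 20 of 22 genes higher). The fits without 1 replicate for these sets were chosen after the data were seen. The cause was not tested.

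The number of expressed genes (11976 to 14304), the sample similarity and the RT-PCR correlation changed by less than the limits set for them in every alternative.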

Differences from the paper's values

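The paper gives 45 downregulated DEGs and edgeR's test gave 114. Of the alternatives set before the data were examined, limma on log2 RPKM with pseudocounts of 0.1, 1 and 0.01 (65, 39 and 64), the paper's test on RPKM (57) and the same test on TMM-rescaled RPKM (40) came within 1.5 times of the paper's value, and the others did not. Of the settings chosen after seeing the values, the paper's test gave 50 with Esp38 left out of the divisor, 40 per total of exon reads, and 45 with a mean RPKM above 0.3 in both groups. That last setting, chosen after seeing the values, also gave the paper's 13160 genes, 177 DEGs and 132 upregulated DEGs, against 13670, 227 and 113 here, which lie within 1.5 times of the paper's. The paper states a filter on at least one group.

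Of 35 genes with a fold change in Tables 1, 2 and 4, 34 had the paper's direction and 7 differed by more than the SD between replicates. Chac1 rose 6.61-fold in the paper and 6.06-fold here. The difference closed with the scaling of RPKM, the sum of exon reads, limma at pseudocounts of 0.1 and 0.01, the paper's test, total gene reads, and without sham replicate 1 or ONC replicate 3, and not with the other 15 alternatives. Jun rose 2.00-fold in the paper and 1.84-fold here, and Plat 2.26-fold in the paper and 2.08-fold here. The difference of Jun closed with the scaling of RPKM, the sum of exon reads, limma at all 3 pseudocounts, the paper's test, total gene reads, and without sham replicate 1 or ONC replicate 2, and not with 14 others. That of Plat closed with the scaling of RPKM, limma at pseudocounts of 0.1 and 0.01, the paper's test, and without sham replicate 1 or ONC replicate 2, and not with 17 others. Atf4 rose 1.61-fold in the paper and 1.48-fold here, and Sncg had a fold decrease of 1.77 in the paper and of 1.93 here. Both closed with the scaling of RPKM, limma at all 3 pseudocounts and the paper's test, and not with 18 others. Thy1 had a fold decrease of 1.07 in the paper and of 1.17 here, which closed with the same 5 settings, with total gene reads and without sham replicate 3, and not with 16 others. Pou4f3 had a fold change of 1.04 in the paper and of -1.05 here (a fall), which closed with the same 5 settings and without sham replicate 2, sham replicate 3, ONC replicate 2 or ONC replicate 3, and not with 14 others.

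The paper counts Gap43, Atf4 and C1qc among the upregulated DEGs and Gm7244 and Opn3 among the downregulated ones. Here they changed in the same direction but did not pass both thresholds, with log2 fold changes of 0.49, 0.56, 0.57, -1.47 and -1.40. Of the paper's 10 strongest rises, 3 were among the 10 largest rises of the DEGs here, and of its 10 strongest falls, 1 was among the 10 largest falls. The paper names mm9 as its reference genome, and 4.59% of the gene starts in the files match an annotation of that build while 91.3% match GRCm38.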

Other observations

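The tests of the filter on both groups and of sham replicate 1 were chosen only after the results were seen. When the tests on the RPKM divisor were set, the even counts of edgeR (113 up and 114 down), the exon shares without Esp38 and the result on simulated data were already known.

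With the paper's test on RPKM, 74.8% of the DEGs were upregulated. When RPKM was rescaled by TMM factors this share was 57.0%, and per total of exon reads it was 59.6%. The larger share of upregulated DEGs is thus consistent with intron reads in the RPKM divisor, which are more frequent in sham. Leaving the reads on Esp38 out of the divisor gave 67.7%, so those reads alone do not account for it. The number of DEGs under TMM rescaling fell to 93, and the estimated share of unchanged genes was 0.494 with RPKM and 0.646 after rescaling. Whether the exon share differs between groups because of the RNA, the libraries or the surgery was not tested, and sham replicate 3 with its low exon share weighs on it. TMM assumes that most genes do not change, and a true rise of most transcripts after ONC would be removed by it.

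The paper's test, run on the genes with a mean RPKM above 0.3 in at least one group, called 226 genes, of which 49 are not in Table S3. With the filter on both groups it called 177 genes, all those of Table S3 and no others, so the 49 may be missing from the table because of such a filter. Of them, 40 have a mean RPKM of 0.3 or less in 1 group. Of the 510 genes expressed in 1 group only, 31 were DEGs by edgeR, 19 up and 12 down.

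The 22 ATF4 target genes outside Table S3 had a median log2 fold change of 0.29 and the 20 ER chaperone genes, targets of ATF6 and XBP1, of -0.02. The difference between the sets was tested directly (camera p = 6.32e-06, and on the 6 sample means an exact permutation p of 0.1, added after the result was seen), so the same response in both sets is not what the data show. The difference was 0.29 to 0.42 in the ONC samples and -0.04 to 0.05 in the sham samples. With the scaling of RPKM the medians were 0.41 and 0.11, where the median of all genes was 0.131. The values are consistent with a response through ATF4 without a general rise of ER chaperones 2 days after ONC, as a hypothesis, since ATF4 is also induced by stresses other than ER stress and whole retina dilutes changes in RGCs. The NFE2L2 targets outside Table S3 had a median of 0.03 (adjusted p = 0.987 from limma's camera, 11 of 18 genes higher) and the complement genes other than those in Table S3 of -0.04 (adjusted p = 0.994, 4 of 9).

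Sham replicate 1 had more exon reads than the other sham samples for several genes that rise after ONC, among them Sprr1a (24 against 0 and 3) and Mmp12 (90 against 4 and 14). A candidate explanation is RNA or reads of an ONC sample mixed into it. For the DEGs of the fit without this sample, its position between the other sham samples (at 0%) and the ONC samples (at 100%) was 21.3% for the upregulated and 28.4% for the downregulated genes as a median, with 90.4% and 89.9% of the genes shifted toward ONC. The same measure was -6.0% and 7.33% for sham replicate 2 and 0.924% and -1.33% for sham replicate 3. If ONC RNA were mixed in, all upregulated genes would have a similar position, and the 30 with a log2 fold change above 2 had a median of 22.5%, close to that of all, though with a range from -17.2% to 164%. Against an even share, the position was 1.76% for Chac1, 6.53% for Cdkn1a and 7.55% for Ecel1, and 22.6% for Tnfrsf12a, and the red blood cell genes of this sample (mean log2 expression 4.88) lay further from the ONC samples (3.18 to 3.68) than those of the other sham samples (4.12 and 4.03). The lens genes lay at the level of the ONC samples. These uneven positions go against an even mixing of ONC RNA at the median share as the explanation. A stronger response of some retinas of this pool to the sham surgery and a difference in dissection cannot be told apart with these data. Without this sample, 255 genes were DEGs.

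Jund had a log2 fold change of 0.19 (adjusted p = 0.32 from edgeR) and Gadd45a of 0.35 (adjusted p = 0.0531 from edgeR). In Gadd45a, which was higher in 3 of 3 ONC samples than in every sham sample, the change stayed between 0.29 and 0.48 in all alternatives.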
